# BEARscc determines robustness of single-cell clusters using simulated technical replicates

**DOI:** 10.1038/s41467-018-03608-y

**Published:** 2018-03-22

**Authors:** D. T. Severson, R. P. Owen, M. J. White, X. Lu, B. Schuster-Böckler

## Abstract

Single-cell messenger RNA sequencing (scRNA-seq) has emerged as a powerful tool to study cellular heterogeneity within complex tissues. Subpopulations of cells with common gene expression profiles can be identified by applying unsupervised clustering algorithms. However, technical variance is a major confounding factor in scRNA-seq, not least because it is not possible to replicate measurements on the same cell. Here, we present BEARscc, a tool that uses RNA spike-in controls to simulate experiment-specific technical replicates. BEARscc works with a wide range of existing clustering algorithms to assess the robustness of clusters to technical variation. We demonstrate that the tool improves the unsupervised classification of cells and facilitates the biological interpretation of single-cell RNA-seq experiments.

## Abstract (web summary)

Single cell messenger RNAseq allows the study of heterogeneity in tissue samples. Here the authors present BEARscc, a tool that uses RNA spike-in controls to simulate experiment-specific technical replicates to estimate the robustness of computational predictions of subpopulations of cells.

## Introduction

The gene expression landscape of single cells can reveal important biological insights into the processes driving development or disease. The development of techniques to sequence mRNA from individualized cells (scRNA-seq) has enabled researchers to study cell subpopulations, including rare cell types, at an unprecedented scale and resolution^1–3^.

However, scRNA-seq has inherently high technical variability, and it is not possible to have true technical replicates for the same cell. This presents a major limitation for scRNA-seq analysis^4, 5^. Specifically, read count measurements often vary considerably as a result of stochastic sampling effects, arising from the limited amount of starting material^4, 5^. Also, false-negative observations frequently occur because expressed transcripts are not amplified during library preparation (the drop-out effect)^4, 5^. Another common problem is systematic variation due to minute changes in sample processing; these batch-dependent differences in cDNA conversion, library preparation and sequencing depth can easily mask biological differences among cells and might compromise many published scRNA-seq results^2, 6^.

One widely adopted approach to adjust for technical variation between samples is the addition of known quantities of RNA spike-ins to each cell sample before cDNA conversion and library preparation^7^. Several methods use spike-ins to normalize read counts per cell before further analysis^8, 9^, but this use has been criticized because it exacerbates the effect of differences in RNA content per cell, e.g., due to variations in cell size^2, 8^. Unfortunately, the limited volumes of starting material in single-cell transcriptomics inherently preclude the possibility of true technical replication.

To address this shortcoming of scRNA-seq analysis, we developed BEARscc (Bayesian ERCC Assessment of Robustness of single-cell clusters), an algorithm that uses spike-in measurements to model the distribution of experimental technical variation across samples to simulate realistic technical replicates. The simulated replicates can be used to quantitatively and qualitatively evaluate the effect of measurement variability and batch effects on analysis of any scRNA-seq experiment, facilitating biological interpretation. BEARscc represents a use for spike-in controls that is not subject to the same problems as per-sample normalization.

In many scRNA-seq studies, statistical clustering methods are used to identify cells with similar gene expression profiles that could represent distinct cell types^1, 10, 11^. BEARscc was designed specifically with this application in mind. The simulated technical replicates generated by BEARscc can be fed into most existing clustering algorithms. The BEARscc package provides analysis tools to evaluate the resulting replicate clusters, and can thus reveal how robust the classification of cells into subtypes is to technical variation.

## Results

### Outline of BEARscc workflow

Conceptually, BEARscc addresses the lack of experimental technical replicates in single-cell studies by simulating technical replicates. These simulated technical replicates are based on RNA spike-ins included in the experiment. Because RNA spike-ins have undergone the same sequencing steps as the cellular RNA, they can be used to create an experiment-specific model of the technical variability. The simulated replicates can then be analyzed using almost any existing clustering method (to group cells with similar gene expression profiles) as a way of assessing how technical variation might influence the clusters identified in the real experimental data (i.e., how ‘robust’ the clusters are to technical variation). This helps in the identification of clusters that are most likely to represent real biological sub-populations of cells.

BEARscc consists of three steps (Fig. 1): modelling technical variance based on spike-ins (Step 1); simulating technical replicates (Step 2); and clustering simulated replicates (Step 3). In Step 1, an experiment-specific model of technical variability (noise) is estimated using observed spike-in read counts. This model consists of two parts. In the first part, expression-dependent variance (i.e., the expected variance of expression levels for a gene with a particular abundance) is approximated by fitting read counts of each spike-in across cells to a mixture model (see Methods). The second part addresses drop-out effects (i.e., false-negative observations that occur if expressed transcripts are not amplified during library preparation). Based on the observed drop-out rate for spike-ins of a given concentration, BEARscc generates a ‘drop-out injection distribution’, which models the likelihood that a given transcript concentration will result in a drop-out. Next, a ‘drop-out recovery distribution’ is estimated from the drop-out injection distribution using Bayes’ theorem; the drop-out recovery distribution models the likelihood that a transcript that had no observed counts in a cell was a false negative.

**Fig. 1:**
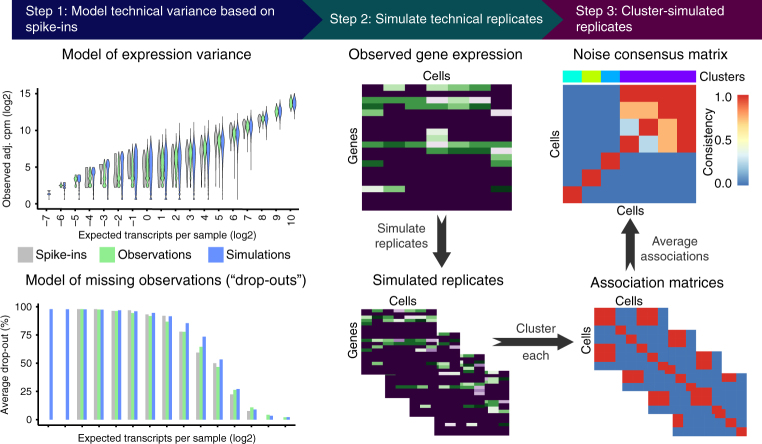
Overview of the BEARscc algorithm. Step 1, the variance of gene expression expected in a replicate experiment is estimated from the variation of spike-in measurements. Top: variation in spike-in read counts corresponds well with experimentally observed variability in biological transcripts (for details of control experiment see Methods) and read counts simulated by BEARscc. Bottom: drop-out likelihood is modelled separately, based on the drop-out rate for spike-ins of a given concentration. Shown is the average percentage drop-out rate as a function of the number of transcripts per sample, for spike-ins, simulated replicates and experimental observations in a control experiment (see Methods). Step 2, simulating technical replicates: the observed gene counts (top matrix) are transformed into multiple simulated technical replicates (bottom) by repeatedly applying the noise model derived in Step 1 to every cell in the matrix. Step 3, calculating a consensus: each simulated replicate (from Step 2) is clustered to create an association matrix. All the association matrices (bottom) are averaged into a single noise consensus matrix (top) that reflects the frequency with which cells are observed in the same cluster across all simulated replicates. Based on this matrix, noise consensus clusters can then be derived (coloured bar above matrix)

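The spread of spike-ins and human genes over the 48 brain samples was compared in 8 bins of mean adjusted cpm, each spanning a factor of 4. In the median over the bins, the median log2 SD of spike-ins exceeded that of human genes by 0.24, with a bootstrap SD of 0.12. In the lowest bin the median spike-in and gene had a count in 1 sample only, so that the mean fixes the SD, and without that bin, left out after the values were seen, the median was 0.39. Within single batches the difference was smaller, 0 in batch A and 0.011 in batch B over 7 bins each, and -0.11 and 0.0028 without the lowest. In single bins the difference ranged from -0.16 for means from 4 to 16, over 12 spike-ins and 4477 genes, to 0.82 for means from 1024 to 4096, over 4 spike-ins and 65 genes. The few spike-ins per bin limit the precision. With raw counts in place of adjusted cpm the median difference over both batches was 0.057. The log2 SD of the spike-ins rose with their log2 mean with a slope of 0.65 and an r2 of 0.970.

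**Figure D1:**
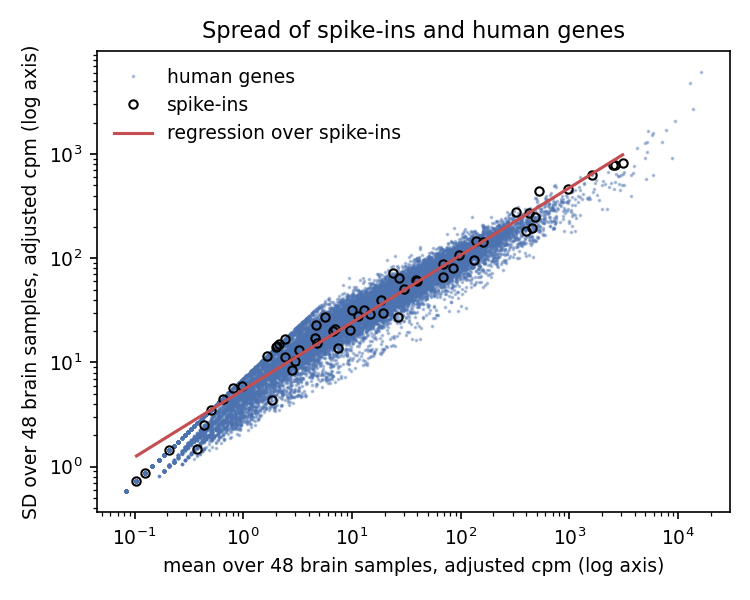
SD against mean over the 48 brain samples, both in adjusted cpm on log axes, for human genes (blue points) and spike-ins (black circles), with the regression of log2 SD on log2 mean over the spike-ins (red line). The line has a slope of 0.65.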

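For the 57 spike-ins found in brain samples, the fraction of samples without a count fell with the log2 of the mean adjusted cpm, with a slope of -0.0956 and an r2 of 0.863. Of these spike-ins, 46 had at least 1 drop-out. The fitted rate reached zero at 1089 adjusted cpm, which set the largest value at which drop-outs were injected.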

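The drop-out rates of spike-ins and human genes were compared at matched expression. The median rate was 53.1% for 8 spike-ins and 54.2% for 4901 genes with a mean from 16 to 64 adjusted cpm. For means from 64 to 256 it was 14.6% for 7 spike-ins and 16.7% for 2543 genes. For means from 4 to 16 it was 85.4% for 12 spike-ins and 81.2% for 4477 genes. Over all 8 bins the median difference of spike-ins from human genes was 0. In 3 of the 8 bins both medians were at a limit. They were fixed by a count in 1 sample only in the lowest bin. For means from 256 to 4096 both were 0, which the mean does not fix. Over the other 5 bins, chosen after the values were seen, the difference ranged from -2.08 to 4.17 points, with a median of 1.04 and a bootstrap SD of 1.85. With such bins left out, the median was 0 with raw counts, 1.04 in batch A alone and, with the opposite sign, -4.17 in batch B alone.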

In Step 2, BEARscc applies the model from Step 1 to produce simulated technical replicates. For every observed gene’s read count (in the real experimental data set) below which drop-outs occurred amongst the spike-ins, BEARscc assesses whether to convert the count to zero (using the drop-out injection distribution). For observations where the read count is zero, the drop-out recovery distribution is used to estimate a new value, based on the overall drop-out frequency for that gene. After this drop-out processing, all non-zero read counts are substituted with a value generated by the model of expression-dependent variance (from the first part of Step 1), parameterized to the observed counts for each gene. Step 2 can be repeated any number of times to generate a collection of simulated technical replicates.

This set of simulated technical replicates can then be re-analyzed in the same way as the original experimental observations to assess the robustness of the results to modelled technical variation. Specifically, in Step 3 we focus on clustering analysis as this is a common approach for analyzing scRNA-seq data to identify groups of cells with similar gene expression profiles. Each simulated technical replicate is clustered using the same algorithm parameters as the original experimental observations. An association matrix is created in which each element indicates whether two cells share a cluster identity (1) or cluster apart from each other (0) in a particular replicate (Fig. 1, step 3). We provide a visual representation of the clustering variation on a cell-by-cell level by combining association matrices to form the ‘noise consensus matrix’. Each element of this matrix represents the fraction of simulated technical replicates in which two cells cluster together (the ‘association frequency’), after using a chosen clustering method.

To quantitatively evaluate the results, three metrics are calculated from the noise consensus matrix. “Stability” is the average frequency with which cells within a cluster associate with each other across simulated replicates. A stability value above 0.5 indicates that more cells than expected by chance are grouped together irrespective of technical variance. ‘Promiscuity’ measures the association frequency between cells within a cluster and those outside of it. A promiscuity value above 0.5 signifies that some cells in the cluster are better placed in other clusters. ‘Score’ is the difference between stability and promiscuity and reflects the overall robustness of a cluster to technical variance. A value above 0 suggests that the grouping of cells in this cluster is not purely an artefact of technical variance (Supplementary Fig. 1).

Determining the optimal number of clusters, *k*, into which cells should be grouped is an inherently difficult problem in scRNA-seq analysis. Heuristics, such as the silhouette index or the gap statistic^12, 13^, are commonly used (e.g., in RaceID2). Other tools, such as BackSPIN, employ custom algorithms to arrive at a fixed number of *k*, while e.g., SC3 leaves the decision to the user. All of these approaches, however, fail to account for the expected technical variance between measurements of single cells. BEARscc’s score statistic can help to refine what *k* to use, given a clustering algorithm. By performing hierarchical clustering on the noise consensus matrix, BEARscc can split cells into any number of clusters between 1 and *N* (the total number of cells). The hierarchical clustering with a maximum score (within a biologically reasonable range) represents a ‘meta-clustering’ with an optimal trade-off between within-cluster stability and between-cluster variability (see Methods). This meta-clustering methodology enables a semi-automatic refinement of existing clustering results.

### Evaluation of the BEARscc model of technical variance

Given the difficulty of generating true technical replicates from single-cell material, we generated a set of experimental replicates for which we diluted one RNA-seq library derived from bulk human brain tissue to single-cell RNA concentrations and sequenced 48 of these samples with ERCC spike-ins^12^. Each of these 48 samples is a ‘real’ technical replicate to compare to the simulated technical replicates generated by BEARscc. 

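The brain samples were 10 pg aliquots of a commercial preparation of total RNA from human brain tissue, and each was carried separately through Smart-seq2, a protocol that copies polyadenylated RNA into full-length cDNA by template switching and amplifies it by PCR. Libraries were prepared with Nextera XT and sequenced on the HiSeq4000 platform. The ERCC spike-ins are synthetic polyadenylated RNAs of known concentration that were added to the samples. The authors mapped the reads to hg19 with STAR, removed exact position duplicates, counted features with HTSeq, and deposited raw counts and adjusted cpm, in which counts are scaled to library size and then by the detection rate of the library. The raw counts cover 20652 features, of which 66 are spike-ins and 20586 are human genes listed by Ensembl identifier. Total counts per brain sample, spike-ins included, ranged from 56813 to 265242 with a median of 152940. The deposited columns come from 2 sequencing runs with 24 brain samples each, and the runs were matched to batches A and B of Supplementary Fig. 3 by the number of samples in each. The median total was 204180 counts in batch A and 91699 counts in batch B. The difference of 0.28 in mean log10 total count exceeded the spread between samples (two-sided permutation test, p = 1e-05, the smallest p that 100000 resamples can give). No pair of the 48 brain samples had identical counts, and the closest pair still differed with a chi-square of 6.30 per degree of freedom. The deposited adjusted cpm of the brain samples alone hold 20375 features, of which 57 are spike-ins. Recomputing them from the raw counts with the formula of the Methods and rounding gave the same whole number for 100% of the 978000 values. These values were the input to a noise model that was written anew from the Methods, with a Poisson and negative binomial mixture fitted to each spike-in and with drop-out injection and recovery. The mean adjusted cpm of each spike-in stood for its number of input molecules, and drop-out rates were regressed on its log2, following the axis of Fig. 1, where the Methods give a regression linear in the abundance as an example. A count at or below k, the largest abundance with a non-zero drop-out rate, was set to zero with the probability fitted at that count, as the Methods define the injection distribution, whereas their pseudocode prints the probability at k for all such counts. The 2 printed forms were run as alternatives, the second of them, and both together, chosen after the values were seen, and 100 simulated replicates were drawn.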

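The 3 spike-ins with the highest mean were found in every brain sample. ERCC-00096 had a mean of 456 ± 217 raw counts (SD, n = 48) and of 3093 ± 829 adjusted cpm. The mean adjusted cpm was 2623 ± 786 (SD, n = 48) for ERCC-00002 and 2537 ± 790 (SD, n = 48) for ERCC-00130. The number of human genes with at least 1 count was 6720 ± 602 (SD, n = 24) in batch A and 6075 ± 307 (SD, n = 24) in batch B, a difference of 645 genes (two-sided permutation test, p = 3e-05). After every brain sample was thinned to 55715 human counts, the batches differed by 67.8 genes, which was within the spread between samples (p = 0.50 from the same test). Thinned to the lowest total of any library, 619 counts, they differed by 22.2 genes, with 484 ± 14.0 and 462 ± 14.5 (SD, n = 24 each), and thinned to 388 human counts by 16.8 genes, with 329 ± 11.1 and 313 ± 10.9. Both differences had p = 1e-05 and were tested after the data were seen. The drop-out rate of a gene also varied among these replicates. When the 48 samples were divided at random into groups of 24, 100 times, the 95th percentile over genes of the absolute difference in drop-out rate between the groups was 20.8 percentage points. Between batch A and batch B it was 25 points, and 71.6% of genes differed by less than 9 points.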

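Over 20318 human genes with at least 1 count in the brain samples, the median log2 ratio of simulated to observed mean adjusted cpm was 0.59, with an interquartile range from 0.23 to 1.34 and an SD of 0.0084 over the 100 simulated replicates. The median log2 ratio of the variances was 3.32, with an interquartile range from 2.14 to 5.73. Each simulated count is drawn around an observed count that already holds technical spread, so part of this excess follows by construction. Across genes, which are not independent replicates, the log2 means correlated with a Pearson coefficient of 0.976 and a Spearman coefficient of 0.983, and the log2 variances with coefficients of 0.893 and 0.919. In the 2915 genes with a mean from 64 to 512 adjusted cpm, the median log2 ratio was 0.02 for the mean and 1.63 for the variance. In the 230 genes with a mean of 512 or over, it was -0.06 for the mean and 1.62 for the variance. A drop-out regression linear in the abundance moved these values to medians of 2.84 for the mean and 6.80 for the variance.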

The mean and variance of the simulated read counts produced by BEARscc closely matched the experimentally determined values (Fig. 1, step 1—top; Supplementary Fig. 2a, b). For 95% of the genes expressed in the library, the simulated drop-out rate differed from the observed drop-out rate by <9% (Fig. 1, step 1—bottom; Supplementary Fig. 2c). Together, these results suggest that technical variation simulated by BEARscc closely resembles technical variation observed experimentally. 

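With the noise model as written anew here, 53.3% of the 20318 expressed genes had a simulated drop-out rate within 9 percentage points of the observed rate, averaged over the 100 simulated replicates. Within single simulated replicates this share was 56.4% ± 0.20 (SD, n = 100 replicates). The 95th percentile of the absolute difference was 28.2 percentage points. The step that 1 of the 48 samples makes, 2.08 points, was larger than its spread over simulated replicates. The simulated rate was the higher one in 20274 genes, and the median difference was 7.94 points. These values use the drop-out probability fitted at each observed count. A regression linear in the abundance gave a 95th percentile of 52.1 points. Taking the probability at k for every lower count, as the pseudocode prints it, gave 6.56 points and 98.3% of genes within the limit. As the fitted probability at k is 0.00724%, this form injects almost no drop-outs. Both of these forms together gave 21.6 points and 70.6%.

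**Figure D2:**
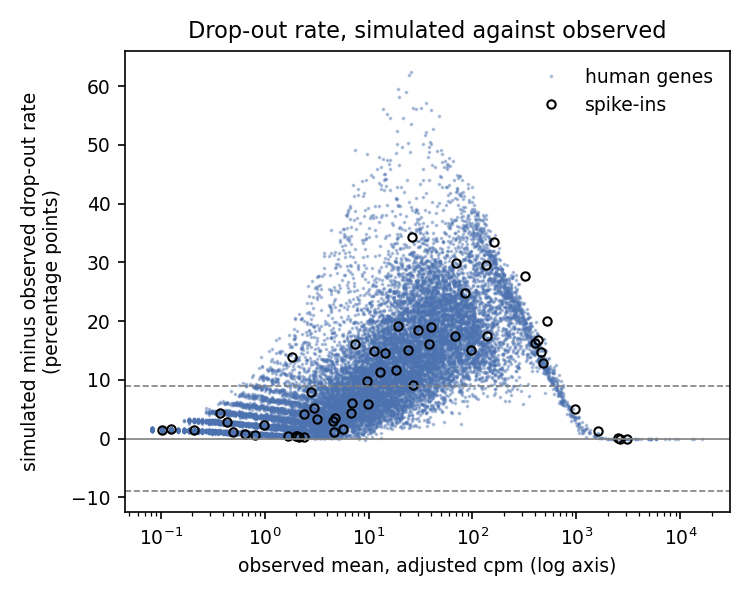
Simulated minus observed drop-out rate in percentage points, averaged over 100 simulated replicates, against the observed mean adjusted cpm on a log axis, for human genes (blue points) and spike-ins (black circles) in the 48 brain samples. Dashed lines mark a difference of 9 points to either side of 0, and most points lie above 0.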

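By observed mean, the simulated and observed drop-out rates lay farthest apart at intermediate expression. For genes with a mean from 64 to 512 adjusted cpm, the average drop-out rate was 16.0% observed and 36.6% simulated. At a mean of 512 or over, it was 0.054% observed and 5.61% simulated. Each batch taken alone gave a 95th percentile of the absolute difference of 31.0 points in batch A and 27.5 points in batch B. From the means, variances and drop-out rates of Supplementary Fig. 2, the paper proposes that the technical variation simulated by BEARscc closely resembles the variation between the real replicates.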

The simulated expression of genes with less than 1 observed count deviated slightly from the experimentally determined values (Supplementary Fig. 2a), however such small expression differences are unlikely to be reproducible as they fall outside the dynamic range of any single cell experiment.

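A mean below 1 adjusted cpm was observed for 4707 of the expressed genes. Their median log2 ratio of simulated to observed mean was 2.20, with an interquartile range from 1.51 to 2.81, and that of the variances was 7.98. For the 15611 genes with a mean of at least 1, the medians were 0.41, with an interquartile range from 0.16 to 0.77, and 2.72. The average drop-out rate of the genes below 1 was 96.8% observed and 98.8% simulated, and 99.4% of them were within 9 points.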

### Testing the utility of BEARscc in clustering analysis

To test whether BEARscc can improve the detection of true subpopulations of cells from single-cell transcriptome analysis, we performed a control experiment in which we sequenced 45 ‘blank’ samples opposite the diluted brain RNA, in two batches. 

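The blanks were prepared with nuclease free water in place of RNA and were otherwise treated as the brain samples. Of the 45 blanks, 24 were sequenced in batch A and 21 in batch B, so that both batches hold both kinds of sample. Total counts per blank, spike-ins included, ranged from 619 to 11398 with a median of 5373. The mean log10 total count was 5.14 ± 0.20 (SD, n = 48) in brain samples and 3.70 ± 0.30 (SD, n = 45) in blanks (two-sided permutation test, p = 1e-05). Within batch A the means were 5.28 ± 0.13 and 3.78 ± 0.25, and within batch B the difference was 1.39, each with the same p. Between batches, the blanks' mean log10 total count differed by 0.17, which was within the spread between samples (p = 0.059). Their number of human genes detected was 474 ± 166 (SD, n = 24) in batch A and 376 ± 145 (SD, n = 21) in batch B (p = 0.042), but with at least 5 counts required it was 16.2 ± 5.33 and 17.3 ± 6.41 (p = 0.55), with the sign of the difference reversed. With the blanks thinned to 388 human counts each it was 238 ± 21.6 and 203 ± 28.6 (p = 6e-05), in the same direction as without thinning. The clustering used the deposited adjusted cpm of all 93 samples, spike-ins included. For it the noise model was fitted anew to brain samples and blanks together, where the fitted drop-out rate reached zero at 5117 adjusted cpm. The comparisons of simulated and observed values in brain samples alone do not cover this fit. Of the 3 clustering algorithms, SC3 was followed as a consensus k-means with its published steps and RaceID2 as k-medoids on 1 minus the Pearson correlation, with the gap statistic and without its outlier step. BackSPIN was not used here. Consensus matrices were made from 100 simulated replicates, or from 100 samples of genes, and were divided by complete linkage into the number of meta-clusters, up to 10, with the highest mean score.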

The blanks only contained spike-ins and trace amounts of environmental contamination, producing sporadic read counts. 

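Human genes had between 388 and 1415 counts per blank, with a median of 793. Spike-ins took 80.0% ± 18.1 (SD, n = 45) of the counts of a blank and 1.46% ± 0.53 (SD, n = 48) of those of a brain sample (two-sided permutation test, p = 1e-05). The shares were 82.9% ± 15.6 and 1.48% ± 0.61 within batch A and 76.7% ± 20.4 and 1.43% ± 0.44 within batch B. At least 1 count was found for 429 ± 162 human genes (SD, n = 45) in blanks and 6398 ± 574 (SD, n = 48) in brain samples (p = 1e-05 from the same test, also within each batch). With all samples thinned to 619 counts, the numbers were 79.1 ± 55.3 and 473 ± 18.0 (p = 1e-05). With all thinned to 388 human counts, a setting chosen after the data were seen, they were 223 ± 30.0 and 321 ± 13.8 (p = 1e-05).

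**Figure D3:**
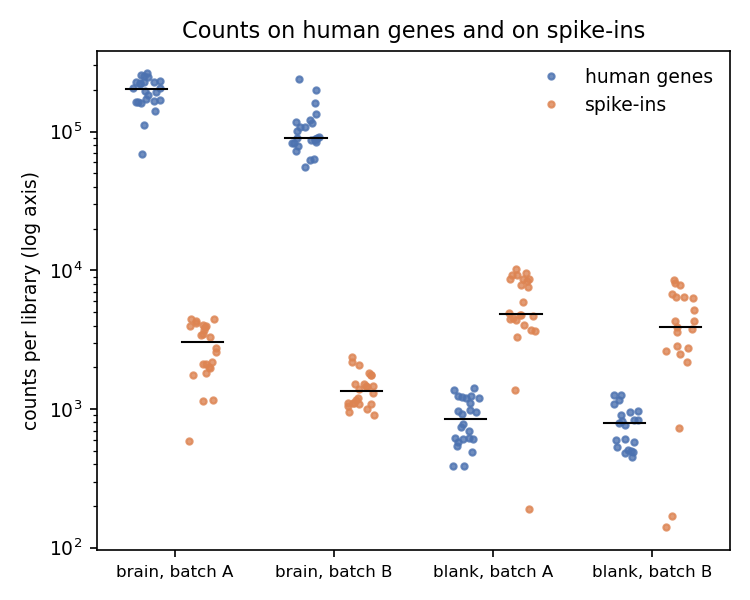
Counts per library on human genes (blue) and on spike-ins (orange), on a log axis, for brain samples and blanks of batches A and B, with each library as a point and the median of each group as a black line. In the brain samples the human counts lie above the spike-in counts, and in the blanks the medians of the spike-in counts lie above those of the human counts.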

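The 10 human genes with the most counts over the blanks were all mitochondrial and took 34.8% of the blanks' human counts, against 6.84% of those of the brain samples. MT-RNR2 (ENSG00000210082) had 113 ± 34.7 counts per blank (SD, n = 45) and 2075 ± 171 per brain sample (SD, n = 48), and MT-CO1 (ENSG00000198804) had 48.0 ± 17.4 and 1662 ± 208. The other 8, in falling order, were MT-ND4, MT-CYB, MT-CO3, MT-CO2, MT-ATP6, MT-RNR1, MT-ND1 and MT-ND2, with between 1213 and 434 counts over the 45 blanks. Each of the 10 was found in every blank. In brain samples the counts of these short and abundant transcripts rose less than in proportion to those of genes under 0.05 counts per base. Their share there therefore depends on depth.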

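Shares of the human counts were compared gene by gene with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. In fits with a filter the library sizes were totals over the genes past it, so fits with and without a filter have different denominators. With a filter on low counts and TMM scaling, 625 of 678 genes differed, of which 609 were higher in brain samples and 16 in blanks. On counts simulated with the real library sizes and 200 genes changed by a factor of 4, however, this fit called 677 genes that had not been changed, 85.6% of its 791 calls, so its count of genes is not reliable. A fit with library sizes only and no filter, chosen after that, called 13 unchanged genes among 189 calls on the simulated counts, and one with library sizes only and the same filter as with TMM called 69 among 198. On the deposited counts the fit with library sizes only and no filter called 1460 of 20586 genes, with 618 higher in brain samples and 842 higher in blanks. With library sizes only and the filter, the split went the other way. That fit called 503 of 678 genes, with 437 higher in brain samples and 66 higher in blanks. Among the 678 genes past the filter, PIGR (ENSG00000162896), which lies on chromosome 1 of GRCh37 from 207101867 to 207119811, had the largest fold towards blanks with TMM. It had 3.02 ± 3.10 counts per blank (SD, n = 45) and 2.92 ± 2.30 per brain sample (SD, n = 48), and its share of the human counts was 188 times higher in blanks. Its log2 fold change, brain over blank, was -5.73 (standard error 0.30, adjusted p = 2.5e-35) with TMM and stayed between -7.12 and -3.21 under the other fits. The next 4 of these genes, MTCO1P12, MT-RNR2, SEC13 and MALAT1, had log2 fold changes of -2.22, -1.60, -1.41 and -1.15 with TMM and of -3.66, -3.11, -2.86 and -2.63 with library sizes only and no filter. Under DESeq2 the sign of all 4 was reversed, as it was under TMM without a filter for the last 3. Genes below the filter were farther towards blanks, such as KRT13, chosen after its values were seen, with 0.795% of the human counts over the blanks and 0.00197% of those over the brain samples. MTCO1P12 is a pseudogene with a sequence close to that of MT-CO1, so its counts are uncertain. The 5 genes with the largest fold towards brain samples, PMP22, APBB1, SLC22A17, HHATL and CAMK2B, had 0 counts in all 45 blanks. PMP22 (ENSG00000109099, chromosome 17 of GRCh37, 15133090 to 15175609) had 99.9 ± 74.0 counts per brain sample (SD, n = 48), and against a floor of 3 counts over all blanks its share of the human counts was at least 8.25-fold higher in brain samples. On the same floor the shares of the other 4 were at least 8.13-fold, 7.57-fold, 6.64-fold and 7.01-fold higher. Floors cover counting error only.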

We clustered the data from the brain samples and blanks using three widely used clustering algorithms (RaceID2^10^, BackSPIN^11^, and SC3^14^), either alone or after simulating technical replicates using BEARscc. Correct clustering should give perfect separation of brain and blank samples. 

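The scaling factor of the adjusted cpm, a library's detection rate over the median detection rate, was 1.14 ± 0.10 (SD, n = 48) in brain samples and 0.0807 ± 0.0290 (SD, n = 45) in blanks. The adjusted cpm of a library therefore summed to 1141200 ± 101938 in brain samples and to 80660 ± 29004 in blanks, where plain cpm would sum to the same total in each. Recomputed from the raw counts, 100% of the 1920636 values for brain samples and blanks equalled the deposited ones.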

To avoid artifacts due to differences in amplification-dependent library size, we applied an adjusted cpm normalization (see Methods). Otherwise, standard parameters were used for all three clustering algorithms. 

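Over the 93 samples, 12959 features had at least 25 raw counts in total and formed the space from which genes were drawn, without replacement, for 100 samples of genes.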

As an alternative to BEARscc, we also tested a simple sampling approach where we repeatedly sampled half of all expressed genes and re-clustered the cells based on this subset (see Methods). 

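For the consensus k-means, the mean silhouette over the simulated matrices was highest at k = 2, with 0.967 ± 0.014 (SD, n = 100 matrices), and was 0.726 ± 0.050 at k = 3. At k = 2 the original adjusted cpm gave 1 cluster with the 48 brain samples and 1 with the 45 blanks, an adjusted Rand index of 1. With k = 3 and k = 4 the index was 0.764 and 0.693. The k-medoids clustering of the original adjusted cpm gave 3 clusters, of 48 brain samples, 42 blanks and 3 blanks, with an adjusted Rand index of 0.941. It was 0.730 with the spike-ins left out.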

Without BEARscc or this sampling approach, all three clustering algorithms created false-positive clusters (Fig. 2a, Supplementary Fig. 3a-c, top). 

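After consensus k-means on simulated replicates, the meta-clusters had an adjusted Rand index of 1 with k = 2, k = 3 or k = 4 in each clustering, and they numbered 2 in each case. Gene sampling gave the same values. At k = 4 the stability of the blanks' meta-cluster was 0.636 for simulated replicates and 0.450 for gene sampling. With k-medoids, simulated replicates and gene sampling each gave 2 meta-clusters and an adjusted Rand index of 0.874. For simulated replicates it was 0, with all 93 samples in 1 meta-cluster, under plain cpm, with the spike-ins left out and with 1 minus the Spearman correlation. It stayed at 0.874 with the drop-out probability at k and was 1 with this and the linear drop-out regression, both run after the values were seen. For gene sampling it was 1 with the Spearman correlation.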

BEARscc provided a clear improvement over the original clustering and the sampling approach (Fig. 2a). 

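Among the brain samples alone, 34 of 2813 human genes differed between batches in edgeR's quasi-likelihood test with TMM scaling and Benjamini-Hochberg adjustment, of which 7 were higher in batch A and 27 lower. On simulated counts for this comparison the fit called 2 unchanged genes among 136 calls. DESeq2 called 106 of 1016 genes, of which 31 were among the 34, and the split of its calls went the other way, with 80 higher in batch A and 26 lower. Mitochondrial genes made up 14 of the 34, all lower in batch A. The largest fold was that of APP (ENSG00000142192, chromosome 21 of GRCh37, 27252846 to 27543446), with 0.0250% of the human counts of batch A and 0.0767% of those of batch B, a log2 fold change of -1.57 (standard error 0.28, adjusted p = 0.00012). BSN (chromosome 3, 49591910 to 49708982) followed with -1.52 (adjusted p = 0.025). MTCO1P12, MT-CO1, which share near-identical sequence, and ENSG00000269028, which has no symbol in the tables used here, had log2 fold changes of -1.42, -1.11 and -1.07. The median log2 fold change of all genes tested was 0.07 with TMM and 0.14 with library sizes only. Under DESeq2 it was -0.13, taken over all genes with a count and not only the 1016 tested. The fold changes of these 5 genes stayed between -1.57 and -0.94 with library sizes only, without a filter and with DESeq2.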

Overall, BEARscc separated brain tissue and blank samples correctly and eliminated spurious clusters that corresponded to batch effects (Supplementary Fig. 3a, c, coloured bars above matrices). 

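Of the 93 libraries, 3 had fewer than 1000 counts, and all were blanks. One blank of batch A had 768 counts, with 579 on human genes and 189 on spike-ins. The other 2, of batch B, had 619 counts, with 449 on human genes and 170 on spike-ins, and 636 counts, with 496 and 140. The remaining blanks had between 388 and 1415 human counts and at least 1368 spike-in counts in batch A, and between 479 and 1266 human counts and at least 733 spike-in counts in batch B. The counts of the 2 low blanks of batch B differed by less than the sampling noise over the 20 features that could be compared. They shared 7.43% of their detected genes, below the median of 8.76% over the 990 pairs of blanks, and were kept as separate samples. In the k-medoids clustering these 3 blanks were a cluster of their own in the original data and joined the brain samples in the meta-clusters.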

In the case of using BEARscc with RaceID2, three outlier cells were incorrectly identified to be robust clusters (Supplementary Fig. 3b, coloured bars above matrix); the libraries for these three samples contained fewer than 1000 observed transcripts, indicating that BEARscc is limited by RaceID2’s oversensitivity to library size differences.

**Fig. 2:**
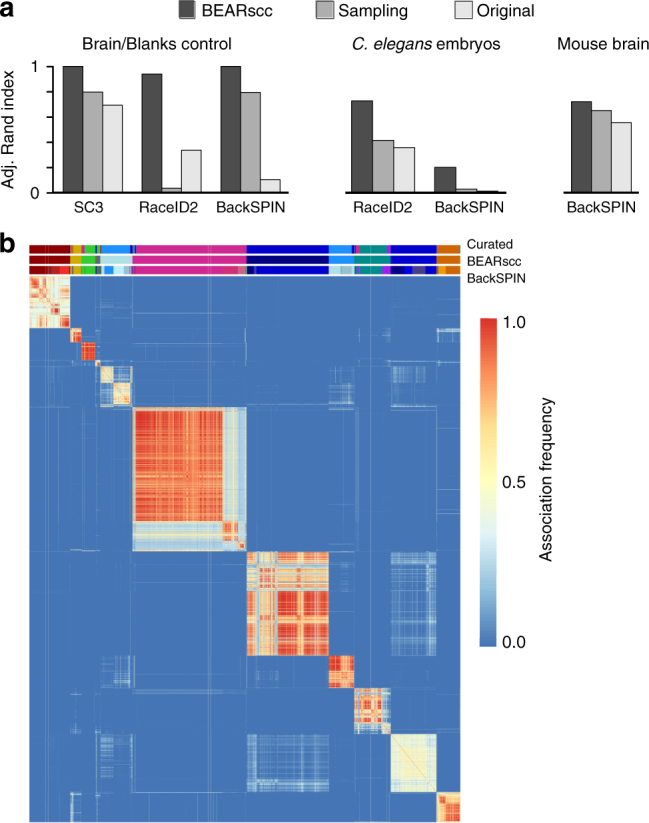
BEARscc improves clustering results and aids the interpretation of biological results. **a** Comparison of clustering accuracy of control data (left), *C*. *elegans* data (middle), and murine brain data (right). Adjusted Rand index denotes agreement with the manually annotated grouping of samples (1: perfect, 0: no overlap). ‘BEARscc’ indicates that BEARscc was used to generate simulated technical replicates that were clustered using the algorithm indicated below the graph; ‘Sampling’ indicates that a sub-sampling approach (see text) was used before clustering with each algorithm; ‘Original’ indicates that the clustering algorithm was used alone. **b** Example of a noise consensus matrix produced by BEARscc on data from murine brain cells (from Zeisel et al.^11^) clustered with BackSPIN. Bars above heatmap show the manually curated clustering of cells (top), BEARscc consensus cluster (middle) and unsupervised BackSPIN clusters (bottom)

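The single clusterings behind each consensus were also compared with the sample types of the control data. At k = 2, all single consensus k-means clusterings of adjusted cpm with spike-ins gave an adjusted Rand index of 1, and with plain cpm those of simulated replicates had 0.997 ± 0.0103 (SD, n = 100 replicates). At k = 3 it was 0.789 ± 0.0598 (SD, n = 100 replicates) on single simulated replicates and 0.792 ± 0.0441 (SD, n = 100 gene samples) on single gene samples. At k = 4, consensus k-means on single simulated replicates had an adjusted Rand index of 0.831 ± 0.151 (SD, n = 100 replicates), and on single gene samples of 0.745 ± 0.109 (SD, n = 100 gene samples). With k-medoids the index was 0.567 ± 0.141 for single simulated replicates, which had 4.28 ± 0.79 clusters, and 0.751 ± 0.251 for single gene samples, which had 4.47 ± 3.93 clusters. From the comparison in Fig. 2a, the paper states that BEARscc improved on the original clustering and on the sampling approach.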

### Applying BEARscc to a well annotated biological data set

To further test the utility of BEARscc, we applied BEARscc to a previously published data set^15^ of scRNA-seq measurements from early *C. elegans* embryogenesis. In this study, mRNA from four biological replicates of cells from the 1, 2, 4, 8 and 16-cell stage was sequenced. We made the assumption that cells from the 1, 4 and 16-cell stages are more different between than within stages. We therefore expected to observe clusters that preferentially group cells from the same stage across biological replicates. To test this, we ran RaceID2^10^ and BackSPIN^11^ on the expression data from these three distinct stages and compared the resulting cluster assignments to the meta-clusters created by BEARscc, or by gene sampling as described above. We found that BEARscc outperformed gene sampling and either RaceID2 or BackSPIN alone, as measured by the adjusted rand index (expecting three distinct clusters, see Fig. 2a). RaceID2 alone produced 10 clusters, which were reduced to two by BEARscc (Supplementary Fig. 4a and Supplementary Fig. 5a, b). BackSPIN alone resulted in 34 clusters, which BEARscc merged to 7 clusters (Supplementary Fig. 4b and Supplementary Fig. 5c, d). These data suggest that BEARscc reduces over-clustering by commonly used clustering algorithms and improves the interpretation of scRNA-seq data.

### BEARscc enhances the interpretation of published data sets

To assess the robustness of computational cell-type detection based on real biological scRNA-seq data, we applied BEARscc to two previously published data sets. We first re-analyzed murine brain data (3005 cells) from Zeisel et al.^11^, using BEARscc together with BackSPIN, which is the clustering algorithm used in the original publication. Based on the score statistic, BEARscc reduced the 24 clusters produced by BackSPIN alone into 11 clusters, which corresponded well with the manually curated cell types described in the original publication (Adjusted Rand Index 0.72 with BEARscc, and 0.55 for BackSPIN alone; Fig. 2a (right), Fig. 2b). Therefore, BEARscc provided an optimal grouping of cells without the effort of manual curation.

In a second evaluation, we re-analyzed murine intestinal data (291 cells) from Grün et al.^10^, using BEARscc to generate simulated technical replicates and RaceID2 (as described in the original publication) for clustering. The score metric from BEARscc indicated that 219 out of 291 cells were robustly classified in the original work. However, the two largest clusters—‘cluster 1’ and ‘cluster 2’—exhibited low scores (−0.07 and 0.20, respectively) compared to the other non-outlier clusters 3, 4 and 5 (Supplementary Fig. 6a). The BEARscc noise consensus matrix reveals high variability in the clustering patterns of cells in clusters 1 and 2 (Supplementary Fig. 6b). Grün et al. suggest that clusters 1 and 2 reflect closely related, undifferentiated cell types (‘transit-amplifying’ and ‘stem-like’, respectively). Expression patterns of genes characteristic of the two clusters were highly similar (Supplementary Fig. 7a), compared to the expression differences between cluster 1 and the next-largest cluster (cluster 5) (Supplementary Fig. 7b). Expression fold-changes between clusters 1 and 2 were reduced in technical replicates, falling below the significance threshold for many genes. BEARscc shows that many cells in clusters 1 and 2 cannot be reliably classified into one cluster or the other. The sharp distinction between clusters 1 and 2 described in the original publication is therefore likely to be a result of technical variation, rather than a defining biological feature of these cells. Instead, cells in clusters 1 and 2 seem to lie on a gradient of differentiation between two cellular states. More work will be needed to fully determine how the differentiation state of stem-like cells is reflected by their transcriptome. Nevertheless, this example demonstrates how BEARscc can help to improve the biological interpretation of scRNA data.

### Performance of BEARscc

With single-cell experiments becoming larger and larger, program execution time can become a bottleneck for computational analyses. Using simulated data, we show that BEARscc’s run-time grows linearly with increasing numbers of cells, assuming a constant number of genes (Supplementary Fig. 8). On a desktop PC (Intel i7 with 2.9 GHz), a single BEARscc process required ~16 min and 19 min to generate a simulated technical replicate from the *C. elegans* (14,448 genes by 115 samples) and murine brain (19,972 genes by 3005 samples) data, respectively. Importantly, the generation of simulated replicates can be distributed across multiple independent processes on multiple machines. The real time requirement for generating a replicate data sets is thus mostly limited by the available hardware. Once simulated technical replicates have been generated, the runtime of any downstream clustering analysis is dependent on the specifics of the respective clustering algorithm.

## Discussion

BEARscc addresses the challenges posed by intrinsically high technical variability in single-cell transcriptome sequencing experiments and enables the evaluation of single cell clustering results. Importantly, BEARscc is not a clustering algorithm in itself, but rather a tool to evaluate the results produced by any available clustering algorithm. To do so, it aggregates the information from exogenous control spike-ins across samples to create a model of both the expected variance of endogenous read counts and the likelihood of false-negative measurements (drop-outs). This represents an alternative use of spike-in controls that is not subject to potential issues surrounding the use of spike-ins for per-sample normalisation. Our application of BEARscc to biological datasets demonstrates that BEARscc reduces over-clustering, is able to identify biologically relevant cell groups in an unsupervised way and provides additional insights for the interpretation of single-cell sequencing experiments.

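The noise model was fitted to the brain samples of each batch alone. The slope of the spike-ins' log2 SD on their log2 mean was 0.69 in batch A, over 49 spike-ins, and 0.62 in batch B, over 51. The slope of the drop-out rate was -0.0933 in batch A and -0.108 in batch B, and the fitted rate reached zero at 1050 and 785 adjusted cpm. Spike-ins took a share of the brain samples' counts that differed between the batches by 0.0516 percentage points (two-sided permutation test, p = 0.74). This test compares batch means only. Within each batch the shares fell into a lower and a higher set without overlap. They ran from 0.678% to 1.12% and from 1.73% to 2.38% in batch A. In batch B they ran from 0.604% to 1.28% and from 1.57% to 2.05%. The same index codes gave the lower set in both batches, and the noise model was fitted over both sets together.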

We note that extreme batch effects with a multi-modal distribution of variance could skew BEARscc’s noise model and lead to biased simulated replicates. We envision that future versions of BEARscc will attempt to detect and warn about such biases. Furthermore, while the drop-out model calculated by BEARscc is accurate for genes with an average expression of more than one count, there is still scope for improvement. 

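Of the genes with a mean of at least 1 adjusted cpm, 39.3% had a simulated drop-out rate within 9 percentage points of the observed one, and the 95th percentile of the absolute difference was 29.7 points. The share within 9 points was 80.2% of 5140 genes with a mean from 1 to 8, 24.6% of 7326 genes from 8 to 64, 1.89% of genes from 64 to 512, and 70.9% of genes above that. With the pseudocode's probability at k, run after the values were seen, 97.7% of the genes with a mean of at least 1 were within 9 points.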

Future work will focus on more precise models of drop-outs in the context of very low gene expression. As it stands, BEARscc enables users to identify the components of scRNA-seq clustering results that are robust to noise, thereby increasing confidence in those results for downstream analysis. Therefore, we recommend that future scRNA-seq analysis pipelines apply the best available clustering algorithm in conjunction with BEARscc in order to define the most biologically meaningful groups of cells for interpretation.

## Methods

### Public data analysis

Primary murine cortex and hippocampus single-cell measurements for 3005 cells from Zeisel et al.^11^ were retrieved from the publicly available Linnarsson laboratory data repository [http://linnarssonlab.org/cortex/]. Primary murine intestinal single cell measurements of 260 cells from Grün et al.^10^ were downloaded from the van Oudenaarden github repository [https://github.com/dgrun/StemID]. Primary *C. elegans* embryo single-cell measurements for 219 cells from Tintori et al.^15^ were obtained from the SRA^16^ sequencing database with project id SRP070155. Raw reads were mapped to PRJNA13758.WS259 using STAR^17^. Exact position duplicates were removed. These samples were deeply sequenced (~2 million reads or more per cell) resulting in saturated ERCC spike-ins with limited spike-in drop-outs. To allow BEARscc to build the noise models from spike-in data for simulating of technical replicates, mapped libraries were down-sampled to 20% of mapped reads. Features were counted using HTseq^17^. Samples identified by Tintori et al. as failing quality control were excluded, and counts were normalized to adjusted counts per million as described below.

### Algorithmic generation of simulated technical replicates

Simulated technical replicates were generated from the noise mixture model and two drop-out models. For each gene, the count value of each sample is systematically transformed using the mixture model, *Z*(*c*), and the drop-out injection, Pr(*X* = 0|*Y* = *k*), and recovery, Pr(*Y*_*j*_ = *y*|*X*_*j*_ = 0), distributions in order to generate simulated technical replicates as indicated by the following pseudocode:

FOR EACH gene, *j*

FOR EACH count, *c*

IF *c*=0

*n* ← SAMPLE one count,*y*, from Pr(*Y*_*j*_ = *y*|*X*_*j*_ = 0)

IF *n*=0

*c* ← 0

ELSE

*c* ← SAMPLE one count from *Z*(*n*)

ENDIF

ELSE

IF *c* ≤ *k*

dropout ← TRUE with probability, Pr(*X* = 0|*Y* = *k*)

IF dropout=TRUE

*c* ← 0

ELSE

*c* ← SAMPLE one count from *Z*(*c*)

ENDIF

ELSE

*c* ← SAMPLE one count from *Z*(*c*)

ENDIF

ENDIF

RETURN *c*

DONE

DONE

### Modelling noise from spike-ins

Technical variance was modelled by fitting a single parameter mixture model, *Z*(*c*) to th spike-ins’ observed count distributions. The noise model was fit independently for each spike-in transcript and subsequently regressed onto spike-in mean expression to define a generalized noise model. This was accomplished in three steps:

1. Define a mixture model composed of Poisson and Negative Binomial random variables: *Z*~(1 − *α*)*Pois(*μ*) + α*NBin(*μ*,*σ*)
2. Empirically fit the parameter, *α*_*i*_, in a spike-in-specific mixture-model, *Z*_*i*_, to the observed distribution of counts for each ERCC spike-in transcript, *i*, where *μ*_*i*_ and *σ*_*i*_ are the observed mean and variance of the given spike-in. The parameter, *α*_*i*_, was chosen such that the error between the observed and mixture model was minimized.
3. Generalize the mixture model by regressing *α*_*i*_ parameters and the observed variance *σ*_*i*_ onto the observed spike-in mean expression, *μ*_*i*_. Thus the mixture model describing the noise observed in ERCC transcripts was defined solely by *μ*, which was treated as the count transformation parameter, *c*, in the generation of simulated technical replicates.

In step 2, a mixture model distribution is defined for each spike-in, *i*: *Z*_*i*_(*α*_*i*_,*μ*_*i*_,*σ*_*i*_)~(1 − *α*_*i*_)*Pois(*μ*_*i*_) + *α*_i_*NBin(*μ*_*i*_,*σ*_*i*_). The distribution, *Z*_*i*_, is fit to the observed counts of the respective spike-in, where *α*_*i*_ is an empirically fitted parameter, such that the *α*_*i*_ minimizes the difference between the observed count distribution of the spike-in and the respective fitted model, *Z*_*i*_. Specifically, for each spike-in transcript, *μ*_*i*_ and *σ*_*i*_ were taken to be the mean and standard deviation, respectively, of the observed counts for spike-in transcript, *i*. Then, *α*_*i*_ was computed by empirical parameter optimization; *α*_*i*_ was taken to be the *α*_*i,j*_ in the mixture-model, *Z*_*i*,*j*_(*α*_*i*,*j*_,*μ*_*i*_,*σ*_*i*_)~(1 − *α*_*i*,*j*_)*Pois(*μ*_*i*_) + *α*_*i*,j_*NBin(*μ*_*i*_,*σ*_*i*_), found to have the least absolute total difference between the observed count density and the density of the fitted model, *Z*_*i*_. In the case of ties, the minimum *α*_*i*,*j*_ was chosen.

In step 3, *α*(*c*) was then defined with a linear fit, *α*_*i*_ = a*log2(*μ*_*i*_) + *b*. *σ*(*c*) was similarly defined, log2(*σ*_*i*_) = a*log2(*μ*_*i*_) + *b*. In this way, the observed distribution of counts in spike-in transcripts defined the single parameter mixture model, *Z*(*c*), used to transform counts during generation of simulated technical replicates:

$$Z(c)\sim \left( {1 - \alpha \left( c \right)} \right) \ast {\mathrm{Pois}}\left( c \right) + \alpha (c) \ast {\mathrm{NBin}}\left( {c,\sigma (c)} \right).$$

During technical replicate simulation, the parameter *c* was set to the observed count value, *a*, and the transformed count in the simulated replicate was determined by sampling a single value from *Z*(*c=a*).

### Inference of drop-out distributions using spike-ins

A model of the drop-outs was developed to inform the permutation of zeros during noise injection. The observed zeros in spike-in transcripts as a function of actual transcript concentration and Bayes’ theorem were used to define two models: the ‘drop-out injection distribution’ and the ‘drop-out recovery distribution’.

The drop-out injection distribution was described by Pr(*X* = 0|*Y* = *y*), where *X* is the distribution of observed counts and *Y* is the distribution of actual transcript counts; the density was computed by regressing the fraction of zeros observed in each sample, *D*_*i*_, for a given spike-in, *i*, onto the expected number of spike-in molecules in the sample, *y*_*i*_, e.g., *D* = a*y + *b*. Then, *D* describes the density of zero-observations conditioned on actual transcript number, *y*, or Pr(*X* = 0|*Y* = *y*). Notably, each gene was treated with an identical density distribution for drop-out injection.

In contrast, the density of the drop-out recovery distribution, Pr(*Y*_*j*_ = *y*|*X*_*j*_ = 0), is specific to each gene, *j*, where *X*_*j*_ is the distribution of the observed counts and *Y*_*j*_ is the distribution of actual transcript counts for a given gene. The gene-specific drop-out recovery distribution was inferred from drop-out injection distribution using Bayes’ theorem and a prior. This was accomplished in 3 steps:

1. For the purpose of applying Bayes’ theorem, the gene-specific distribution, Pr(*X*_*j*_ = 0|*Y*_*j*_ = *y*), was taken to be the the drop-out injection density for all genes, *j*.
2. The probability that a specific transcript count was present in the sample, Pr(*Y*_*j*_ = *y*), was a necessary, but empirically unknowable prior. Therefore, the prior was defined using the law of total probability, an assumption of uniformity, and the probability that a zero was observed in a given gene, Pr(*X*_*j*_ = 0). The probability, Pr(*X*_*j*_ = 0), was taken to be the fraction of observations that were zero for a given gene. This was done to better inform the density estimation of the gene-specific drop-out recovery distribution.
3. The drop-out recovery distribution density was then computed by applying Bayes’ theorem:

1 $${\mathrm{Pr}}\left( {Y_j = y{\mathrm{|}}X_j = 0} \right) = \frac{{{\mathrm{Pr}}\left( {X_j = 0{\mathrm{|}}Y_j = y} \right) \ast {\mathrm{Pr}}\left( {Y_j = y} \right)}}{{{\mathrm{Pr}}\left( {X_j = 0} \right)}}.$$

In the second step, the law of total probability, an assumption of uniformity, and the fraction of zero observations in a given gene were leveraged to define the prior, Pr(*Y*_*j*_ = *y*). First, a threshold of expected number of transcripts, *k* in *Y*, was chosen such that *k* was the maximum value for which the drop-out injection density was non-zero. Next, uniformity was assumed for all expected number of transcript values, *y* greater than zero and less than or equal to *k*; that is Pr(*Y*_*j*_ = *y*) was defined to be some constant probability, *n*. Furthermore, Pr(*Y*_*j*_ = *y*) was defined to be 0 for all *y*>*k*. To inform Pr(*Y*_*j*_ = *y*) empirically, Pr(*Y*_*j*_ = 0) and *n* were derived by imposing the law of total probability (2) and unity (3) yielding a system of equations:

2 $$\Pr \left( {X_j = 0} \right) = \mathop {\sum }\limits_{y = 0}^k \left\{ {{\mathrm{Pr}}\left( {X_j = 0{\mathrm{|}}Y_j = y} \right) \ast {\mathrm{Pr}}\left( {Y_j = y} \right)} \right\}$$

3 $$\mathop {\sum }\limits_{y = 0}^k \left\{ {{\mathrm{Pr}}\left( {Y_j = y} \right)} \right\} = \Pr \left( {Y_j = 0} \right) + k \ast n = 1$$

The probability that a zero is observed given there are no transcripts in the sample, Pr(*X*_*j*_ = 0|*Y*_*j*_ = 0), was assumed to be 1. With the preceding assumption, solving for Pr(*Y*_*j*_ = 0) and *n* gives:

4 $$n = \frac{{1 - \Pr \left( {Y_j = 0} \right)}}{k}$$

5 $$\Pr \left( {Y_j = 0} \right) = \frac{{\Pr \left( {X_j = 0} \right) - \frac{1}{k} \ast \mathop {\sum }\nolimits_{y = 1}^k \left\{ {{\mathrm{Pr}}\left( {X_j = 0{\mathrm{|}}Y_j = y} \right)} \right\}}}{{1 - \frac{1}{k} \ast \mathop {\sum }\nolimits_{y = 1}^k \left\{ {{\mathrm{Pr}}\left( {X_j = 0{\mathrm{|}}Y_j = y} \right)} \right\}}}$$

In this way, Pr(*Y*_*j*_ = *y*) was defined by Eq. (4) for *y* in *Y*_*j*_ less than or equal to *k* and greater than zero, and defined by Eq. (5) for *y* in *Y*_*j*_ equal to zero. For *y* in *Y*_*j*_ greater than *k*, the prior Pr(*Y*_*j*_ = *y*) was defined to be equal to zero.

In the third step, the previously computed prior, Pr(*Y*_*j*_ = *y*), the fraction of zero observations in a given gene, Pr(*X*_*j*_ = 0), and the drop-out injection distribution, Pr(*X*_*j*_ = 0|*Y*_*j*_ = *y*), were utilized to estimate with Bayes’ theorem the density of the drop-out recovery distribution, Pr(*Y*_*j*_ = *y*|*X*_*j*_ = 0). During the generation of simulated technical replicates for zero observations and count observations less than or equal to *k*, values were sampled from the drop-out recovery and injection distributions as described in the pseudocode of the algorithm.

### Observing real technical noise

Brain whole tissue total RNA (Agilent Technologies, cat. 540005) was diluted to 10 pg aliquots and added to 1 μL. cDNA conversion, library preparation, and sequencing were performed by the Wellcome Trust Center for Human Genomics Sequencing Core. Blank samples were identically prepared with nuclease free water. Samples were pipetted into 96-well plates and treated as single cells using Smartseq2 cDNA conversion as described by Picelli et al.^19^ with minor modifications. The library was prepared using Fludigm’s recommendations for Illumina NexteraXT at ¼ volume with minor modifcations, and sequenced on the Illumina HiSeq4000 platform. Raw reads were mapped to hg19 using STAR^17^. Exact position duplicates were removed, and features were counted using HTseq^17^. 

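Within each batch, the count of a human gene was related to a library total over the 24 brain samples, on log2 scales. The total was taken over human genes under 0.05 counts per base or without a known length. A slope of 1 means a count in proportion to that total. MT-RNR2 had a slope of 0.216 in batch A, at 1.33 counts per base of transcript, and of 0.0774 in batch B, at 1.34. The genes compared had a mean of at least 50 counts and a count in every brain sample of the batch. Over the 15 genes of batch A with at least 0.5 counts per base the median slope was 0.418, and over the 11 such genes of batch B it was 0.277. For genes under 0.05 counts per base the median was 0.993 in batch A and 1.02 in batch B. These genes make up the total, so a median near 1 follows by construction and does not show how their counts rise with depth. Of the genes with at least 0.5 counts per base, 1 in batch A and 0 in batch B were not mitochondrial. Mitochondrial genes took 6.88% ± 1.41 (SD, n = 24) of the human counts of brain samples in batch A and 11.4% ± 2.39 (SD, n = 24) in batch B (two-sided permutation test, p = 1e-05).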

Counts were normalized to adjusted counts per million as described below.

### Normalization of counts

For the brain and blanks control experiment and *C. elegans* data, raw counts were normalized to adjusted counts per million to reduce batch effects: raw counts were divided by the total number of counts and multiplied by 10^6^. For each sample library, a detection rate was computed by dividing the number of genes with at least one observed count by the total number of observed genes across all libraries. A scaling factor was then computed for each sample library by dividing each library’s detection rate by the median detection rate, as initially suggested by Hicks et al.^20^.

### Clustering of counts data

BackSPIN, SC3 and RaceID2 were run according to algorithm-specific recommendations^10, 11, 14^. RaceID2 was allowed to identify cluster number under default parameters. For the brain and blanks control experiment and *C. elegans* data, RaceID2 was modified to skip normalization since scaled counts per million normalization had already been applied to the data set. The number of clusters, *k*, selected for SC3 clustering was determined empirically by selecting *k* with the optimal silhouette distribution across noise injected counts matrices.

### Computation of consensus matrix

Hundred simulated replicate matrices for *n* cells and *m* genes were clustered using the respective clustering algorithm (SC3, BackSPIN, RaceID2) as described above. Cluster labels were used to compute an *n* × *n* binary association matrix for each clustering. Each element of the association matrix represents a cell–cell interaction, where a value of 1 indicates that two cells share a cluster and a value of 0 indicates two cells do not share a cluster. An arithmetic mean was taken for each respective element across the resulting 100 association matrices to produce an *n* × *n* noise consensus matrix, where each element represents the fraction of noise injected counts matrices that, upon clustering, resulted in two cells sharing a cluster.

### Computation of BEARscc cluster metrics

To calculate cluster stability, the noise consensus matrix was subset to cells assigned to the cluster. The cluster stability was then calculated as the arithmetic mean of the upper triangle of the subset noise consensus matrix. To calculate cluster promiscuity, the rows of the noise consensus matrix were subset to cells assigned to the cluster and the columns are subset to the cells not assigned to the cluster. For clusters with as many or more cells assigned to them than not assigned, the promiscuity was defined as the arithmetic mean of the elements in the subset matrix. Otherwise, the columns were further subset to the same number of cells as were assigned to the cluster, where the cells outside of the cluster with the strongest mean association with cells inside the cluster are chosen. The promiscuity was defined as the arithmetic mean of the elements in this further subset matrix. Each cluster’s promiscuity was subtracted from its stability to calculate cluster score.

### Computation of BEARscc cell metrics

To calculate a cell’s stability, the arithmetic mean was taken of that cell’s association frequencies with other cell’s within the cluster. To calculate a cell’s promiscuity, there were two cases. For cells in clusters with as many or more cells assigned to them than not assigned, the promiscuity was the arithmetic mean of that cell’s association frequencies with all cells not assigned to the relevant cluster. For cells in clusters of size *n*, with fewer cells assigned to them than not assigned, the cell’s promiscuity was the arithmetic mean with the *n* cells not assigned to the cluster with the highest association frequencies. Each cell’s promiscuity was subtracted from its stability to calculate cell score.

### Estimating the background distribution of BEARscc metrics

To compute null distributions for the stability, promiscuity and score metrics, random clusters were generated with varying numbers of cells *m* in a data set, where each cell was assigned to an arbitrary reference cluster with size *n*. We then computed 100 random association matrices by taking each possible cell-to-cell association and assigning a 0 or 1 with equal probability, i.e., a cell was equally likely to associate or not with any cell. The noise consensus matrix was computed from these 100 random association matrices. From the noise consensus, the score, stability, and promiscuity metrics were calculated both per cell and per cluster. This computation was repeated 100 times for each set *m* and *n* parameters to describe the null distribution of BEARscc metrics at the cell and cluster level.

### Evaluation of BEARscc runtime

To estimate the run-time requirements of BEARscc, a random sampling of 2000 samples and 20,000 genes was taken from the brain whole tissue counts matrix with replacement. This large count matrix was subset to an increasing number of genes (63, 504, 700, 1008, 1800 and 2016) and cells (6, 12, 25, 36, 50, 72) to generate counts matrices with increasing numbers of elements. The BEARscc functions estimate_noiseparameters and simulate_replicates were run on each count matrix on a standard desktop PC (Intel i7 with 2.9 GHz). The microbenchmark R package was used to measure the execution time for each counts matrix subset.

### Estimation of cluster number *k*

To determine the cluster number, *k*, from the hierarchical clustering of the noise consensus, the resulting dendrogram was cut multiple times to form *N* clusterings with cluster numbers *k*=1 to *k*=*N* clusters. The average score metric was computed for each clustering, and *k* was chosen by taking the *k* with the maximum average score metric. Evaluating all possible *k* from 1 to the number of cells in the experiment is computationally expensive and unlikely to be biologically meaningful. In this work, *N* was capped at 0.1 times the number of cells in the experiment: *N*=10 for the brain and blanks control, *N*=30 for the murine intestine experiment, and *N*=300 for the murine brain data.

### Gene sampling

For comparison with BEARscc, 100 subsampling iteration matrices for *n* cells and *m* genes were generated by sampling one half of expressed genes and clustered using the respective clustering algorithm (SC3, BackSPIN, RaceID2). For each data set, genes were excluded with less than 25 total raw counts across all samples in the cohort. The remaining genes formed the sample space. In each subsampling iteration, one half of the genes were sampled without replacement, and their expression across cells was used as the counts matrix. Identically to the computation of the BEARscc noise consensus matrix, cluster labels were used to compute an *n* × *n* binary association matrix for each clustering, and an arithmetic mean was taken for each respective element across the resulting 100 association matrices to produce an *n* × *n* subsampling consensus matrix. Identically to BEARscc analysis, the BEARscc score metric was used to determine cluster number *k*, and the resulting cluster labels for each data set and algorithm were compared with BEARscc by computing the adjusted rand index for each with respect to the relevant ground truth.

### Code availability

BEARscc[10.18129/B9.bioc.BEARscc] is freely available as an R package through Bioconductor^18^.

### Data availability

The single cell RNA-sequencing counts from primary murine brain and intestine are available on the Linnarsson laboratory data repository [http://linnarssonlab.org/cortex/] and the van Oudenaarden laboratory github repository [https://github.com/dgrun/StemID], respectively. The single RNA-sequencing raw reads from primary *C. elegans* embryo are available on the SRA^16^ sequencing database through the GEO data repository with accession number GSE77944[https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE77944]. The raw reads counts for the brain and blanks experiment are available on the GEO data repository with accession number GSE95155 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE95155].

## Electronic supplementary material

Supplementary Information

# Supplementary material for: BEARscc determines robustness of single-cell clusters using simulated technical replicates
**Source:** Nat Commun. 2018 Mar 22;9:1187. doi: 10.1038/s41467-018-03608-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

BEARscc determines robustness of single-cell clusters using  
simulated technical replicates

Severson *et al.*

## Supplementary Figures

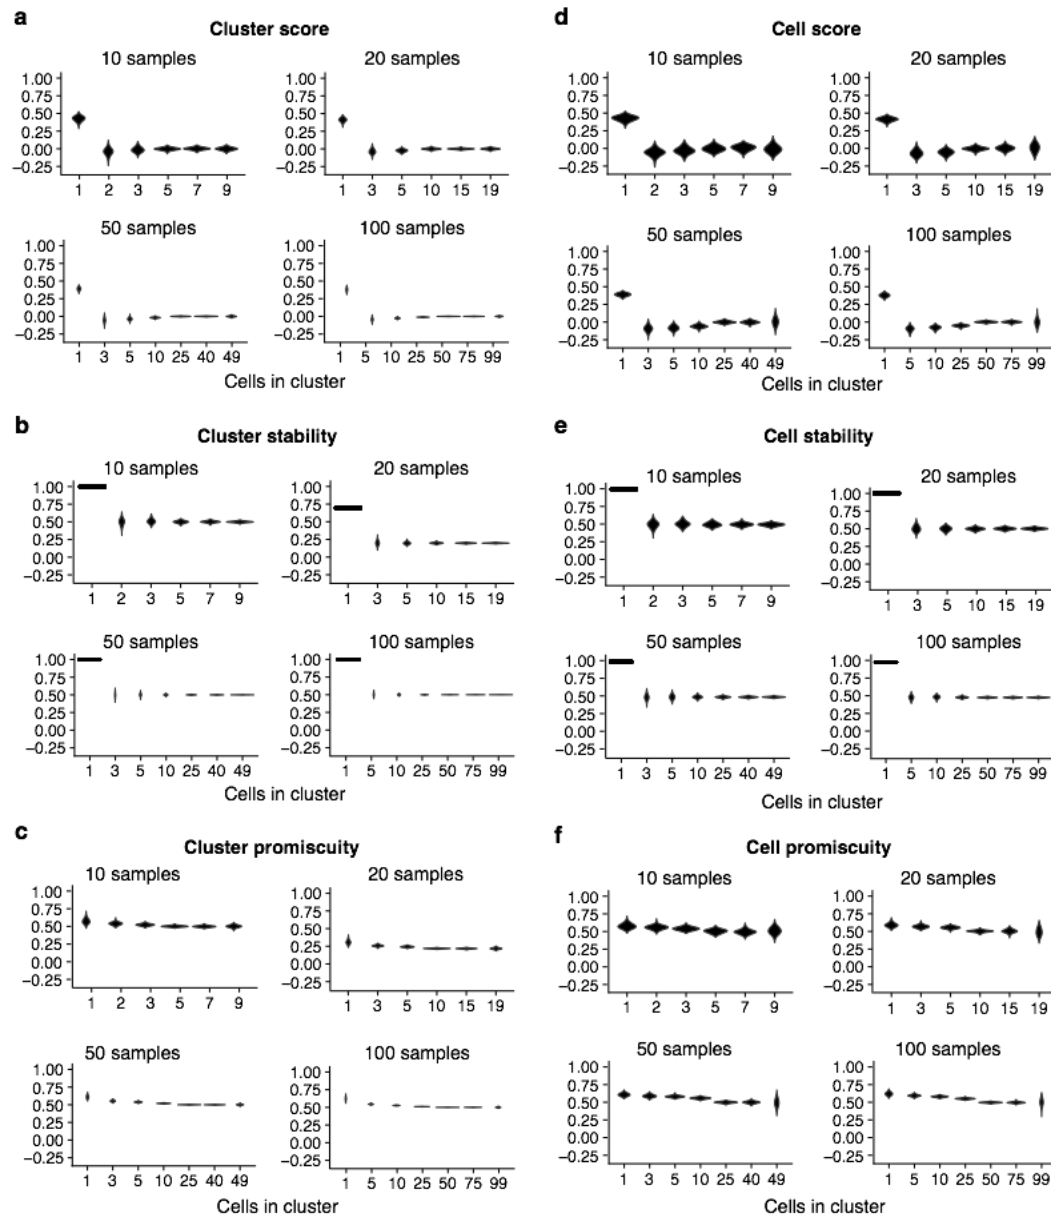

**Supplementary Figure 1** Distributions illustrating the expected values of BEARscc metrics for completely random clusters of variable size. Violin plots display the cluster (**a-c**) and cell (**d-f**) score (**a,d**), stability (**b, e**), and promiscuity (**c, f**) computed from consensus matrices in which every cell is equally likely to associate with any other cell.

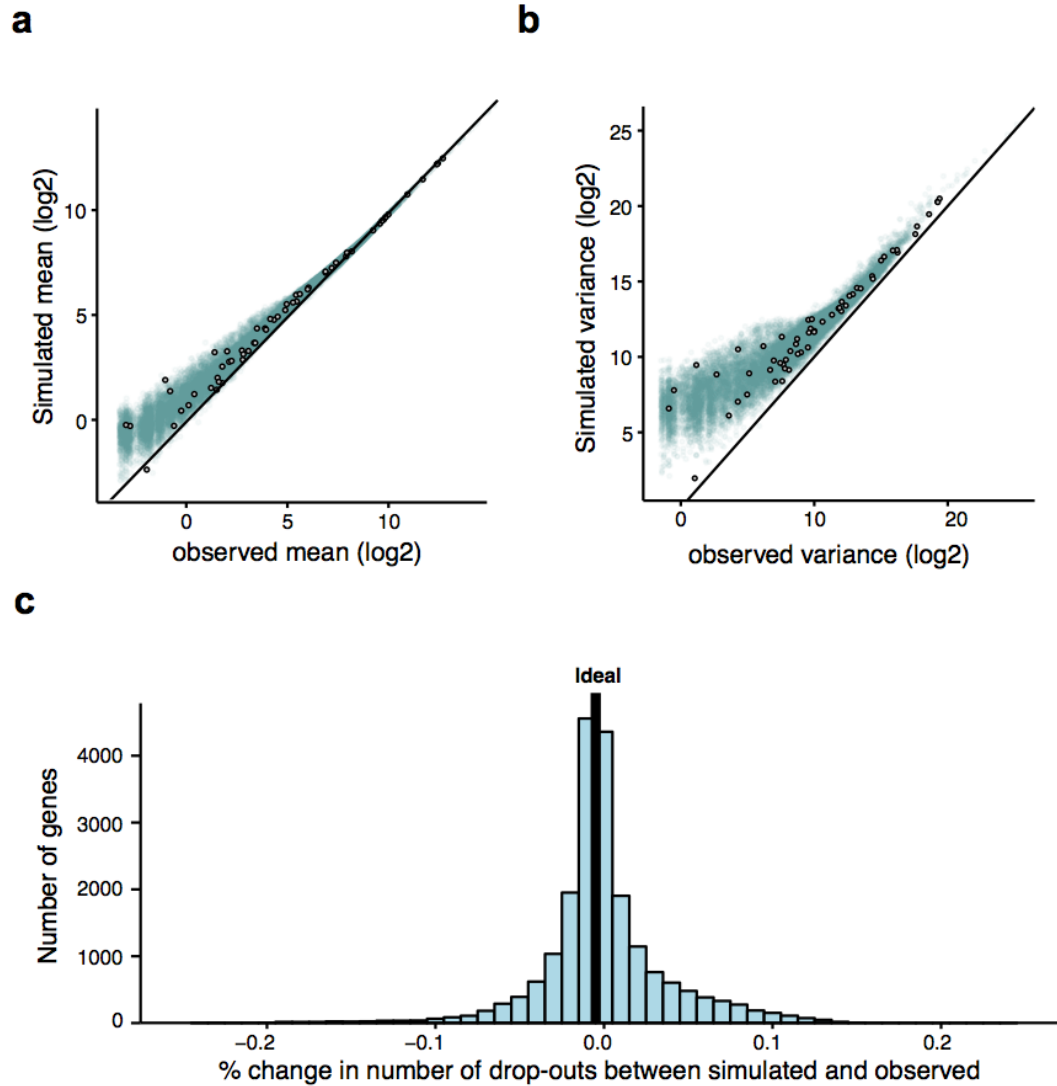

**Supplementary Figure 2** BEARscc accurately models technical variability. Scatterplots of observed vs simulated mean expression (**a**) and variance in expression (**b**), based on data from brain RNA control experiment. ERCC spike-in values are circled in black, human genes are shown in blue. **c**, Difference between simulated and observed drop-out frequency across genes.

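For the 3 spike-ins with the highest mean, the simulated mean adjusted cpm was 3115 for ERCC-00096, 2604 for ERCC-00002 and 2529 for ERCC-00130. The variance was 1741140 simulated and 687753 observed for ERCC-00096, 1367230 simulated and 617104 observed for ERCC-00002, and 1387910 simulated and 624716 observed for ERCC-00130. A higher simulated variance follows in part by construction, as counts are drawn around observed counts.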

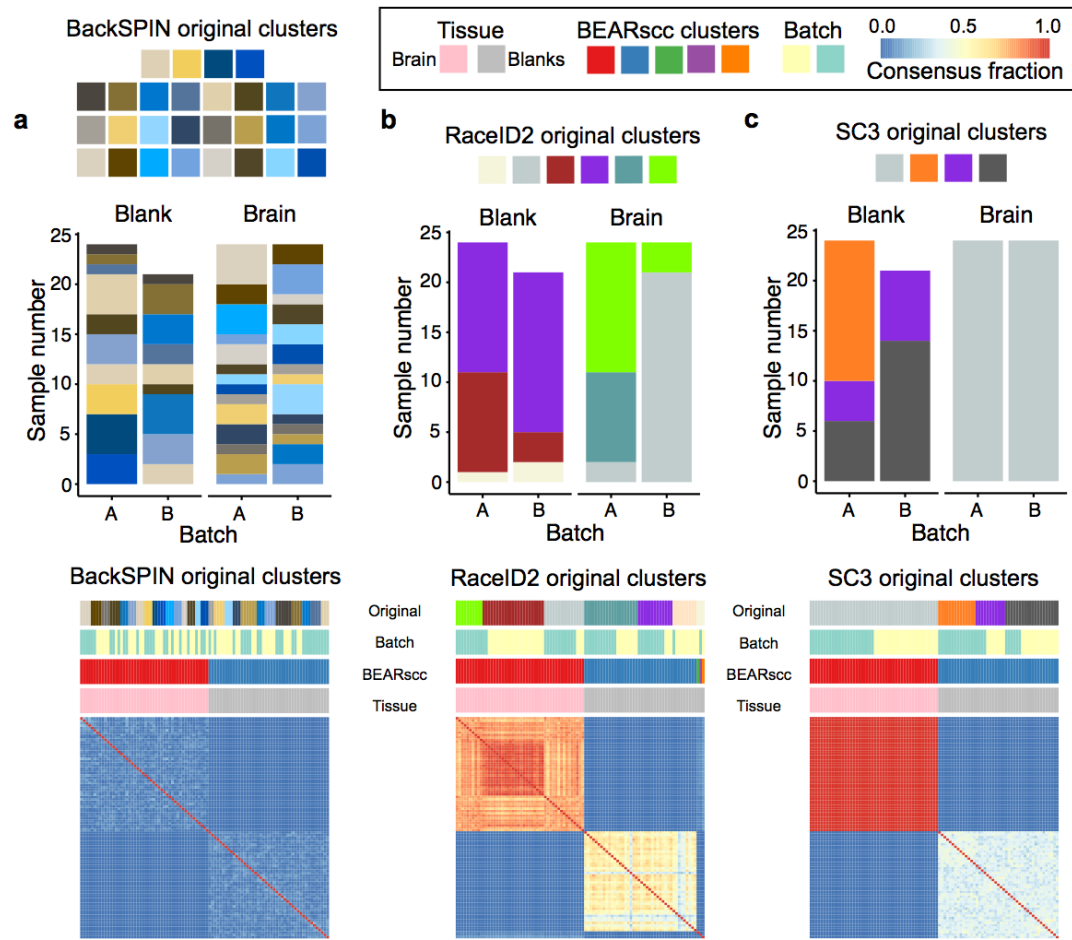

**Supplementary Figure 3** BEARscc applied to the brain-and-blanks control experiment in combination with BackSPIN **(a)**, RaceID2 **(b)** and SC3 **(c)**. Top: bar graphs showing how the clusters generated by using each clustering algorithm alone ('original clusters') relate to sample type (brain or blank) and batch (A or B). RaceID2 and SC3 clusters are visibly confounded by batch. Bottom: for BEARscc applied with each algorithm, the noise consensus matrix is shown. The bars above the matrix show (from top): original clusters with algorithm alone, the batch, clusters derived after application of BEARscc, and the sample type.

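At k = 4 the consensus k-means clusters of the original data held all 48 brain samples of both batches in 1 cluster. The blanks fell into a cluster of 4 from batch A and 7 from batch B, a cluster of 14 from batch A alone, and a cluster of 6 from batch A and 14 from batch B. In the k-medoids clustering, the cluster of 42 blanks held 23 from batch A and 19 from batch B. With the spike-ins left out, k-medoids divided the brain samples largely by batch. One cluster held 22 from batch A and 3 from batch B, and another 2 from batch A and 21 from batch B. Under the other settings all brain samples were in 1 cluster.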

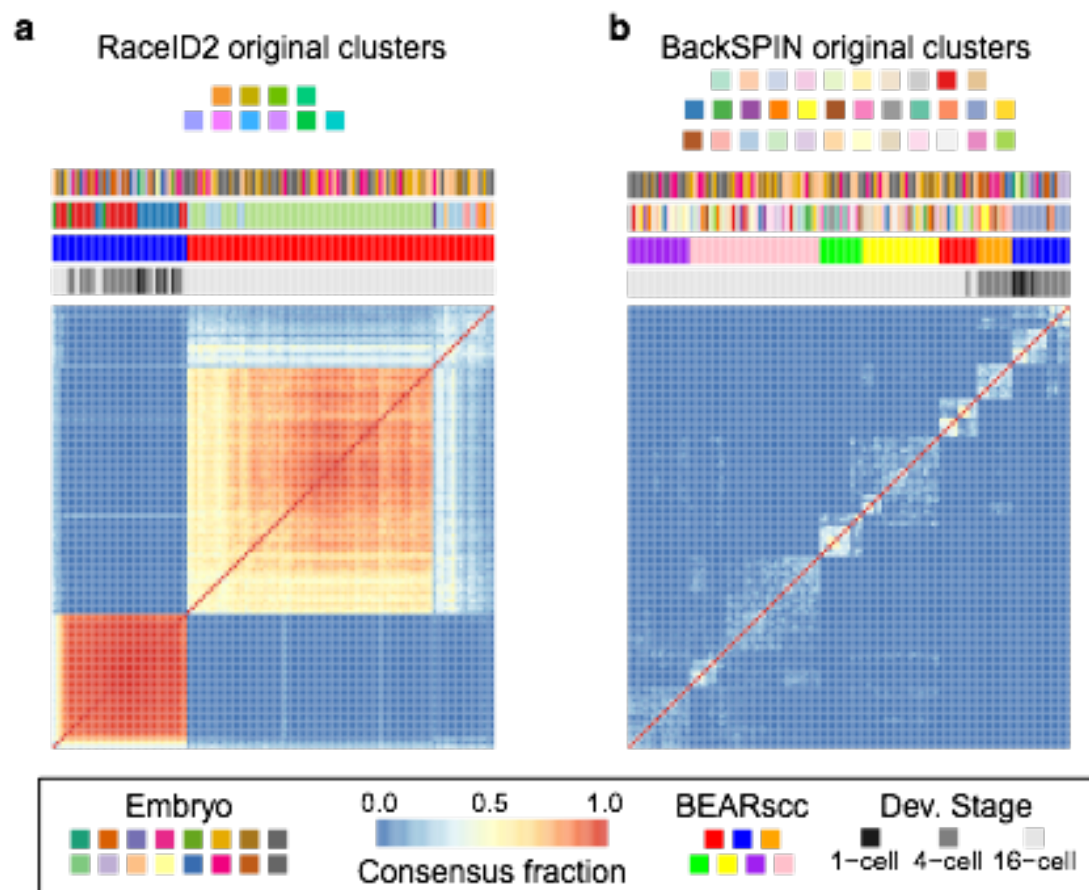

**Supplementary Figure 4** BEARscc applied to the 1, 4, and 16-cell stages of *C. elegans* single cells in combination with BackSPIN **(a)** and RaceID2 **(b)**. For BEARscc applied with each algorithm, the noise consensus matrix is shown. The bars above the matrix show (from top): original clusters with algorithm alone, embryo batch, clusters derived after application of BEARscc, and the sample type.

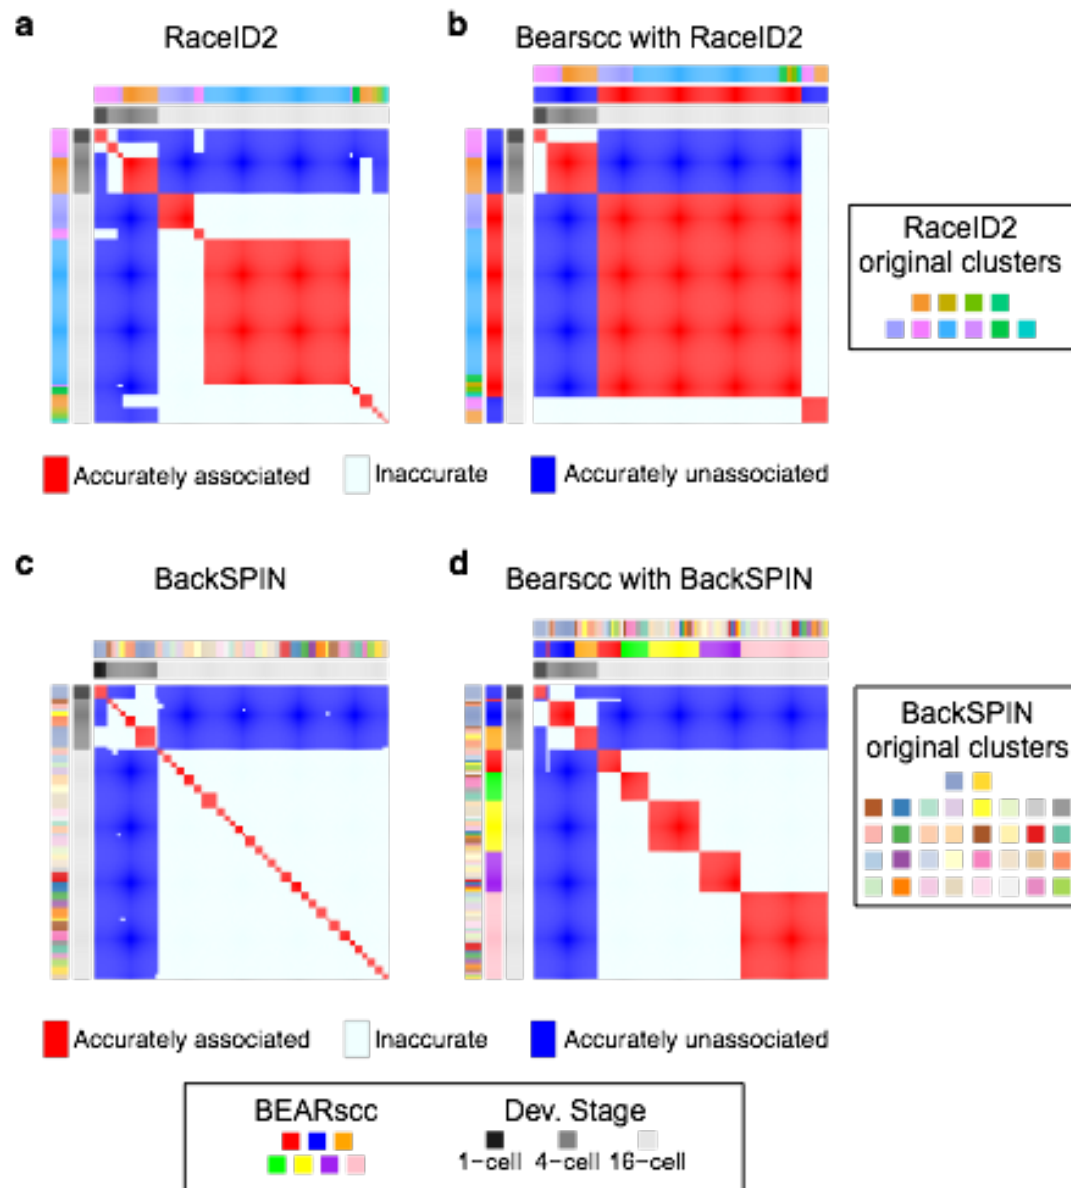

**Supplementary Figure 5** Concordance between developmental stage and BEARscc applied to the 1, 4, and 16-cell stages of *C. elegans* single cells in combination with RaceID2 (**a-b**) and BackSPIN (**c-d**). For RaceID2 alone (**a**), BEARscc applied to RaceID2 (**b**), BackSPIN alone (**c**), and BEARscc applied to BackSPIN each algorithm (**d**), a concordance matrix indicates whether cell associations in the developmental stage and in the respective method classification agree and are present (red) or absent (blue), or do not agree (light blue). The bars above the matrices show (from top): original clusters with algorithm alone, embryo batch, clusters derived after application of BEARscc, and the sample type (developmental stage).

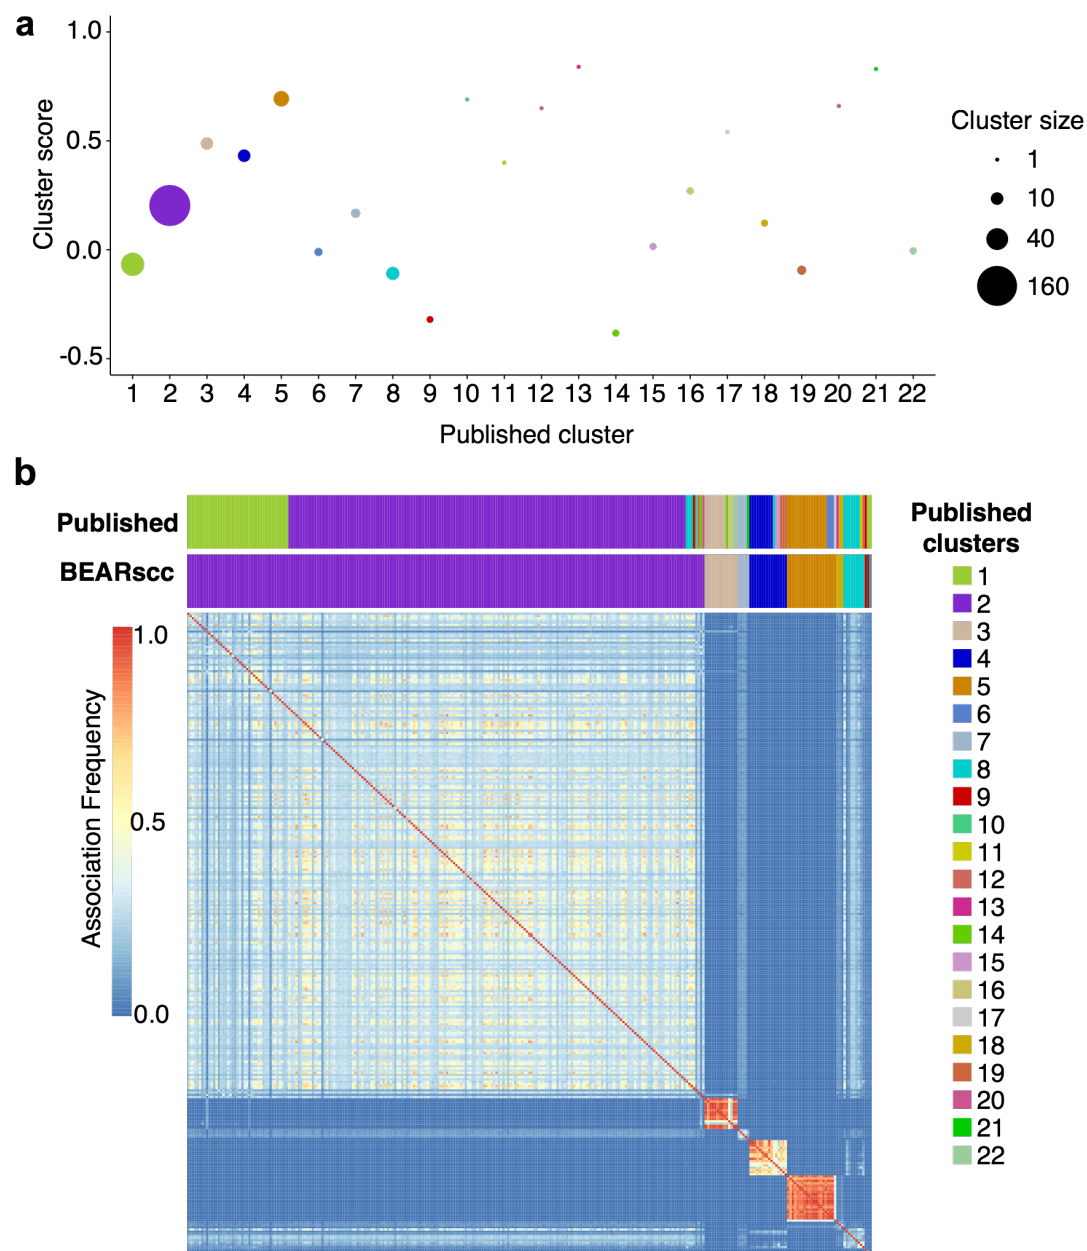

**Supplementary Figure 6** BEARscc identifies robust clusters in data from murine intestinal cells. **a**, Cluster scores for “main” clusters (1-5) and outlier clusters (6-22). Circle size reflects number of cells per cluster. Colors are the same as in subfigure **b**. **b**, BEARscc noise consensus matrix for murine intestinal cells clustered with RaceID2. Above heatmap: published clusters (top) and noise consensus clustering (bottom, colors indicate closest match in the published clustering).

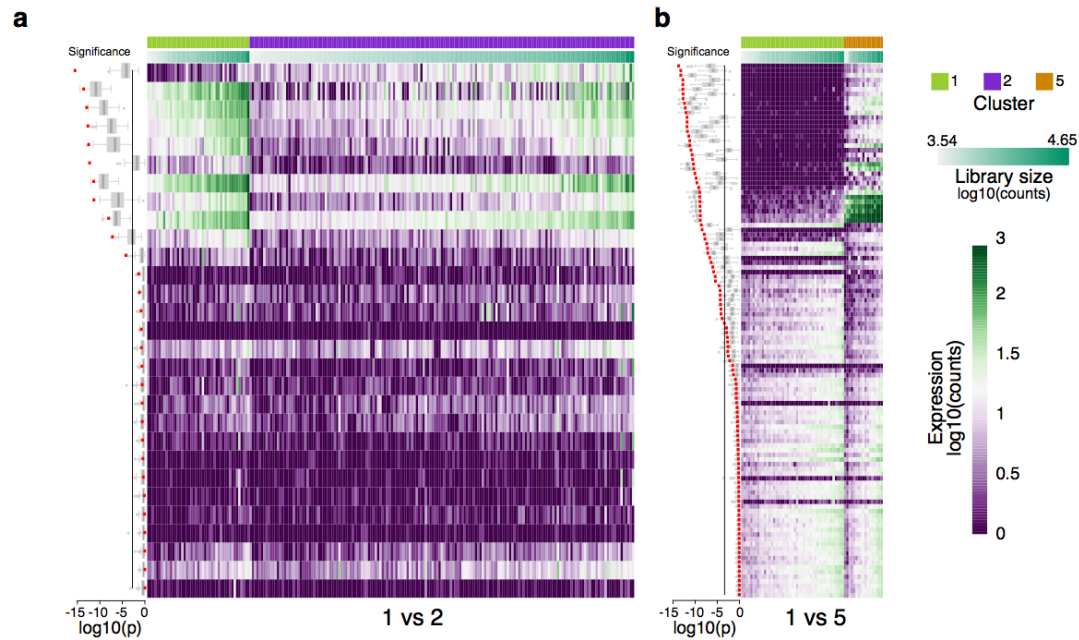

**Supplementary Figure 7** BEARscc correctly detects that separation of “stem-like” cell clusters 1 and 2 is based on weak expression differences. **(a)** Heatmap of expression of genes characteristic of clusters 1 and 2 (as described in the original manuscript), and **(b)** clusters 1 and 5. Columns in each heatmap are ordered by library size per cell, rows sorted by significance of expression fold-change between clusters. Boxplots on the left denote the significance of difference in expression between the two clusters (Wilcoxon rank-sum test). Red denotes the observed values, and simulated technical replicates are shown in gray. Black solid vertical line denotes Bonferroni-corrected significance threshold.

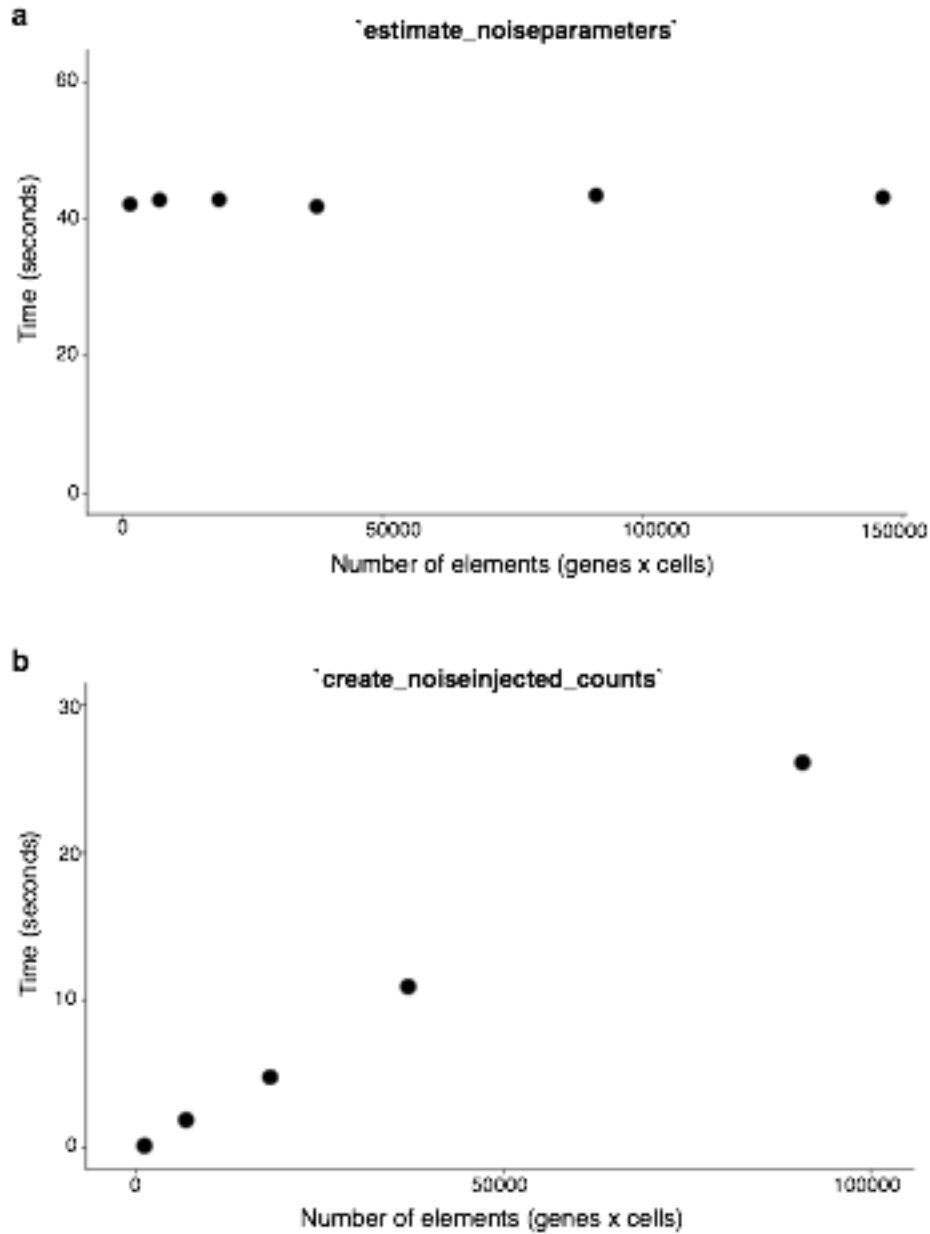

**Supplementary Figure 8** BEARscc scales with time complexity  $O(\text{number of cells} \times \text{number of genes})$ . Scatterplots display the relationship between the number of cells and genes and the run-time of the two time-critical functions `estimate_noiseparameters` (a) and `simulate_replicates` (b). Simulating replicates is the rate-limiting step, with run-time increasing linearly with the number of genes/cells in the experiment.

How the deposited data were processed for this re-analysis (not part of the article)

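The data are RNA-seq libraries of 48 samples of human brain RNA at 10 pg each and of 45 blanks without RNA, all with ERCC spike-ins, made with Smart-seq2 and Nextera XT and sequenced in 2 runs. The authors mapped the reads to hg19 with STAR, removed exact position duplicates and counted features with HTSeq, and deposited raw counts that are not normalized, 1 column per library. The authors also deposited adjusted cpm, a score in whole numbers, which they made by scaling the counts to library size, multiplying by the library's detection rate over the median detection rate and rounding. One table of these holds all 93 libraries and another the brain samples alone. The versions of STAR and HTSeq and the annotation are not given in the sources used here. The adjusted cpm were checked by recomputing them from the raw counts. Because duplicates were removed by position and no molecular identifiers were used, counts of short and abundant transcripts can saturate, and thinning the counts does not undo this.

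Group and batch were taken from the deposited column names and the sample labels, and the batches were named from the number of samples that Supplementary Fig. 3 shows for each. The columns carry no replicate numbers, so brain samples and blanks were not paired, and index codes that recur in both batches were not used to pair libraries. All 93 libraries were used. Gene identifiers were paired with symbols for 20027 of 20586 human genes. Coordinates are those of a GENCODE annotation of GRCh37, which shares the coordinates of hg19 outside the mitochondrial genome, and mitochondrial coordinates are left out.

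Depth ranged from 56813 to 265242 counts in brain samples and from 619 to 11398 in blanks. A blank with 619 counts cannot show a gene below a share of about 3 counts of that total, and this floor covers counting error only.

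Libraries were compared with two-sided permutation tests of the difference in means with 100000 resamples, whose smallest p is 1e-05. Gene counts were compared with edgeR 4.0.16 (quasi-likelihood test, filterByExpr, TMM scaling, adjusted p below 0.05) and, as an alternative, with DESeq2 1.42.0, in R 4.3.3. The Benjamini-Hochberg adjustment was used throughout. The noise model, the consensus k-means and the association matrices were written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0, and k-medoids used the R package cluster 2.1.8.1. The mixture weight of each spike-in was fitted on a grid with steps of 0.005 against the distribution over 10 bins, and it and the log2 SD were regressed on the log2 mean. The consensus k-means kept features found above a value of 2 in between 6% and 94% of samples, used between 4 and 7 dimensions and considered k from 2 to 10. The k-medoids clustering considered up to 20 clusters, with 20 reference sets for the gap statistic and a factor of 0.25 on its standard error.

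The computations were tested on simulated data. From 57 simulated spike-ins, the noise model recovered a slope of 0.71 for the log2 SD where 0.7 had been used. It recovered a drop-out slope of -0.100 where -0.1 had been used, over only those spike-ins set to have drop-outs in some but not all samples. Both checks drew more samples than the 48 brain samples, so they do not give the precision of the fits to the real data. The permutation test gave p below 0.05 in 4.5% of 400 comparisons without a difference. With 200 genes changed by a factor of 4, edgeR with TMM recovered 67.0% of them between batches, over 2789 genes tested, and 57.0% between brain samples and blanks, over 825 genes tested, and in the second case most of its calls were of unchanged genes. The TMM setting, fixed earlier, was kept as the main one, with the fit with library sizes only and no filter reported beside it.

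The genes named are, by a rule fixed, like the alternatives not marked as later choices, before the data were examined, the 10 with the most counts over the blanks, the 5 with the largest fold towards brain samples and the 5 towards blanks and the 5 with the largest fold between batches, each among the genes past the filter on low counts, the 3 spike-ins with the highest mean, and lists of genes abundant in brain and in skin. A list of gastrointestinal genes was chosen after the top genes of the blanks had been seen, and the genes found in the blanks of 1 batch only, among them KRT13 and KRT5, were chosen after their values had been seen. The alternatives tried were other drop-out regressions, mixture weights, gene filters, values, seeds and batches for the noise model; other thresholds, depths and batches for the comparisons of libraries; other scalings, filters and tools for the gene counts; and other values, features, distances and numbers of clusters for the clustering. The C. elegans and murine data were not analysed here.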

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

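The tests of a single difference in sequencing depth, of the gastrointestinal list, of equal counts in every well, of thinning to 619 counts or 388 human counts, and of genes found in the blanks of 1 batch only were chosen after the results were seen. The test of the brain list on the blanks was also set up then, although the brain and skin lists themselves had been written before.

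Batch A had more human counts than batch B in brain samples but not in blanks, and this difference between the groups is what drew attention. The batches differed in mean log10 human counts by 0.28 in brain samples (two-sided permutation test, p = 1e-05) and by 0.04 in blanks (p = 0.40), and the difference between the 2 values was 0.24 (p = 0.00028 in a permutation test of the interaction). A single difference in sequencing depth between the batches would have moved both groups alike only if the human counts of the blanks scale with depth, and the removal of duplicates can prevent that. For total counts the corresponding difference was 0.11 (p = 0.23) and for spike-in counts 0.07 (p = 0.62), so the interaction was past the threshold for human counts and not for these. From the value of 0.24, a single difference in depth cannot be told apart from other differences between the batches, a reading changed to undecided after this value had been seen. Differences in pooling stay open too and were not tested, and no biological explanation was tested.

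The number of human genes detected gave a batch difference that was 547 genes larger in brain samples than in blanks (p = 0.00033). This depends on the scale. On the log10 scale the sign was the opposite, -0.06 (p = 0.20). After thinning within each group, batch A exceeded batch B by 67.8 genes in brain samples (p = 0.50) and by 35.6 genes in blanks (p = 6e-05), and this pair was not tested for an interaction. With all libraries thinned to 619 counts, batch A exceeded batch B by 22.2 genes in brain samples (p = 1e-05) and not in blanks (-16.5 genes, p = 0.33), and with all thinned to 388 human counts it did by 16.8 (p = 1e-05) and by 34.8 genes (p = 5e-05). What the depth of the brain libraries adds to the 547 genes stays open, and no biological explanation was tested.

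Genes of the stomach, intestine and oesophagus had counts in the blanks, which the paper describes only as environmental contamination. A list of 22 such genes was written after KRT13, MUC6, PIGR and REG1A had been seen among the blanks' genes, and these were left out of it. It took a share of the human counts that was 14.3 times higher in blanks than in brain samples (permutation test, p = 1e-05). One member, MAL, was then found to be abundant in brain samples, with 116 ± 64.7 counts each (SD, n = 48). Without it, the list had 447 counts over the 45 blanks and took 1.20% ± 1.27 (SD, n = 45) of their human counts, against 0.0106% ± 0.0119 (SD, n = 48) in brain samples, a ratio of 113 (p = 1e-05). The ratio was 164 within batch A and 104 within batch B, each with p = 1e-05. Its most abundant genes in the blanks were TFF1 and AGR2, with 62 counts each, OLFM4, with 61, and TFF3, with 53. Of the 19 genes of this list in the table, all had at least 1 count over the brain samples.

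Per library, the list without MAL had 12.6 ± 12.5 counts in brain samples and 9.93 ± 9.87 in blanks, a ratio of 1.27 (p = 0.26), although brain samples had far more human counts. With MAL the ratio was 12.8, which argues against equal counts for the list as first written and reflects the expression of MAL in brain. A candidate explanation for the ratio of 1.27 is a source that adds about the same number of counts to every well. Some of these genes came from 1 batch only. Among 32 genes chosen from the blanks alone as nearly confined to 1 batch, 30 had counts in brain samples, and 22 of these had the larger share in the brain samples of the same batch. Some of the 30, such as CNP and PSAP, owe their counts there to brain RNA and decide nothing. Of the 23 with at most 10 times as many counts per brain sample of either batch as per blank, 17 had the larger share in the same batch (two-sided sign test, p = 0.035), as had 16 of 21 with a limit of 5 times (p = 0.027) and 18 of 24 with a limit of 20 times (p = 0.023). Of the 9 with at least 10 counts over the brain samples of 1 batch and 0 in the other, all 9 had them in the same batch (p = 0.0039 in the sign test). These sign tests treat genes as independent, but genes from a shared source would move together, and only 2 runs lie behind them. Their p-values therefore describe these genes and not further runs. A source that reaches the brain samples of the same run too is a candidate explanation for these 9 genes. In batch A these included KRT13 (chromosome 17 of GRCh37, 39657233 to 39661957), with 296 counts in blanks and 142 in brain samples, and KRT5, with 100 and 39. Neither had a count in either group of batch B. In batch B they included LIPF, with 24 counts in blanks and 27 in brain samples, and GKN1, with 18 and 17. PGC, with 49 and 99, had 1 count in the brain samples of batch A, so it is not among the 9. The 32 genes include KRT4, PGC, LIPF, GKN1 and TFF2 of the gastrointestinal list and KRT5 of the skin list, so the tests share genes.

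The list of 12 genes abundant in brain, of which 11 had counts in blanks, argues against brain RNA as the only source of the human counts in the blanks. Its share of the human counts in blanks was 0.281 times that in brain samples (p = 1e-05, with 0.398 within batch A and 0.168 within batch B), and 0.425 times with mitochondrial genes left out. Some brain RNA in the blanks is not excluded, since MBP had 202 counts there. The skin list, with 8 of its 12 genes in the table and all 8 with counts in brain samples, had a share 43.6 times higher in blanks (p = 1e-05), with 68.8 within batch A (p = 1e-05) and 8.02 within batch B (p = 0.0055), but 100 of its 150 counts were on KRT5, and KRT1 and KRT10, which are abundant in skin, had 3 counts together. These 2 genes were picked for the test after the share had been seen. Skin as the source is argued against by the 3 counts. A source from gastrointestinal or oesophageal epithelium stays open, as do reagents, other material handled in the same place and other libraries sequenced in the same runs, which were not tested. The samples hold no condition that gives a biological explanation for it.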

How the results depend on the processing

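The drop-out probability taken at the largest abundance with drop-outs, alone and with the linear regression, for the noise model and the clustering, the regression over spike-ins with drop-outs only, the fit with library sizes only and no filter, the thinning to one number of human counts, the thinning of both batches to 619 counts or 388 human counts, and the bins of expression without those fixed by construction were chosen after the data were seen. The other settings had been fixed earlier.

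The comparisons of brain samples and blanks in library size, spike-in share and genes detected kept their direction and a p of 1e-05 within each batch. So did library size with human genes only, and genes detected with at least 5 counts and after thinning. Between batches, the difference in genes detected among brain samples was no longer past the threshold after thinning to 55715 human counts, at 67.8 genes (p = 0.50). It was past it after thinning to 619 counts, at 22.2 genes, and to 388 human counts, at 16.8 genes (p = 1e-05 each). Fewer counts per sample bear on the size of these differences by construction. Among blanks it was reversed with at least 5 counts, at -1.08 genes (p = 0.55), where few genes were left, and after thinning to 619 counts, at -16.5 genes (p = 0.33), where most of the counts left were on spike-ins. It was kept after thinning to 388 human counts, at 34.8 genes (p = 5e-05).

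The 95th percentile of the drop-out difference, 28.2 points, moved to 52.1 with a regression linear in the abundance, 23.7 with a Poisson distribution alone, 31.0 with at least 25 raw counts per gene, 36.4 with raw counts and 31.0 in batch A alone. It moved to 6.56 with the drop-out probability at the largest abundance with drop-outs, and to 21.6 with this and the linear regression together. With a negative binomial alone, another seed, batch B alone and spike-ins with drop-outs only it stayed within 1 step of 2.08 points, a limit set after the spread over simulated replicates had come out as 0. The median log2 ratio of means, 0.59, moved to 2.84 (linear), 0.35 (at least 25 counts), 0.64 (raw counts), 0.50 (batch A), 0.37 (batch B), 0.92 (probability at the largest abundance), 2.96 (this and linear) and 0.74 (spike-ins with drop-outs only). The median log2 ratio of variances, 3.32, moved to 6.80 (linear), 2.77 (Poisson alone), 2.50 (at least 25 counts), 3.61 (raw counts), 3.12 (batch A), 2.58 (batch B), 3.42 (probability at the largest abundance), 6.80 (this and linear) and 3.78 (spike-ins with drop-outs only). Both median log2 ratios stayed above 0 under each of these settings, which for the variances follows in part by construction. The spread of spike-ins above that of human genes, 0.24, moved to 0.057 with raw counts, 0 in batch A alone, 0.011 in batch B alone and 0.39 without the bin fixed by construction. That of the drop-out rates, 0 points, moved to 1.04 without that bin and those with both medians at 0. The cause was not tested.

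The number of genes that differ between brain samples and blanks, 625 of 678, moved to 4429 of 6570 with DESeq2, 9646 of 20586 without a filter and 1460 of 20586 with library sizes only and no filter. The number of genes tested differs by construction. With library sizes only it was 503, of which 86.9% were higher in brain samples against 97.4% with TMM, and with library sizes only and no filter 42.3% were. Of the 1460 genes, 373 were among the 625. The median log2 fold change of all genes tested was 3.01 with TMM, 1.77 with library sizes only and 0.80 with library sizes only and no filter. Under DESeq2 it was -0.74, taken over all genes with a count and not only the 6570 tested. The number between batches, 34 of 2813, moved to 106 of 1016 with DESeq2, of which 31 were among the 34 and 75.5% were higher in batch A against 20.6% with TMM, and to 1971 of 20318 without a filter, of which 48.2% were higher. With library sizes only, 39.5% of 38 were higher. For single genes, the log2 fold change of brain samples over blanks was reversed under DESeq2 for MTCO1P12 (0.31), MT-RNR2 (0.97), SEC13 (1.24) and MALAT1 (1.43), and without a filter for MT-RNR2 (0.026), SEC13 (0.27) and MALAT1 (0.50). The other 68 of the 75 alternative values for named genes kept their sign and stayed past the threshold. The effect of TMM at the depth of the blanks on these counts was tested on simulated counts, where 677 unchanged genes were called.

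The adjusted Rand index of consensus k-means on the original data, 1, moved to 0.764 with k = 3 and 0.693 with k = 4, and with simulated replicates and gene sampling it was 1 under every setting. That of k-medoids on the original data, 0.941, moved to 0.730 with spike-ins left out, 0.957 with 1 minus the Spearman correlation and 0.874 with the silhouette. With simulated replicates, 0.874, it moved to 0 under plain cpm, with spike-ins left out and with 1 minus the Spearman correlation, stayed with the drop-out probability at the largest abundance, and moved to 1 with this and the linear regression. With gene sampling, 0.874, it moved to 0.730 with spike-ins left out and 1 with 1 minus the Spearman correlation. The cause of these moves was not tested. Under plain cpm the noise model also had another fit, whose drop-out rate reached zero at 144736 cpm, against 5117 adjusted cpm in the main fit. The settings with spike-ins left out and with the Spearman correlation used the main fit.

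No paired analysis was possible because the columns carry no replicate numbers, as far as brain samples against blanks are concerned, and the fit with the replicate number as a block was not run. Index codes recur in both batches, and no fit with them as a block was run. In the blanks, the depth of 619 to 11398 counts limits what can be seen of single genes.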

Differences from the paper's values

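The drop-out probability at the largest abundance with drop-outs, alone and with the linear regression, and the regression over spike-ins with drop-outs only were tested after the values had been seen.

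The paper's value for the difference between simulated and observed drop-out rates is under 9% for 95% of the expressed genes. Here the 95th percentile of the difference was 28.2 percentage points, and 53.3% of genes were within 9 points. Of the settings fixed before the data were examined, none brought the 95th percentile within 1.5 times of the paper's, neither a regression linear in the abundance (52.1), a negative binomial or Poisson distribution alone (28.9 and 23.7), at least 25 raw counts (31.0), raw counts (36.4), another seed (28.2) nor batch A or B alone (31.0 and 27.5). For the share of genes within 9 points, the linear regression (70.4%) was within 1.5 times of the paper's and the others were not. The drop-out probability at the largest abundance with drop-outs for every lower count, which the pseudocode of the Methods prints and which was run after seeing the values, gave 6.56 points and 98.3% of genes, which reaches the paper's value. The fitted probability there is 0.00724%, so this form injects almost no drop-outs, and the closeness says little about their injection. The Methods print the linear form as an example. Both together, also run after seeing the values, gave 21.6 points and 70.6%, of which the share is within 1.5 times of the paper's and the 95th percentile is not. The paper names no called items for this measure. The regression over spike-ins with drop-outs only gave 29.6 points and 51.9%.

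RaceID2 was followed here by k-medoids without its outlier step, so the values compare related methods and not the same one. Without BEARscc, the adjusted Rand index of RaceID2 is about 0.33 in Fig. 2a, read by eye, and was 0.941 here. With gene sampling it is about 0.03 in Fig. 2a, read by eye, and was 0.874 here. Plain cpm cannot move either value, since 1 factor per library leaves a Pearson correlation between libraries unchanged. None of the other settings fixed beforehand gave a value within 1.5 times of either. RaceID2 alone gives about 6 clusters in Supplementary Fig. 3b, read by eye, against 3 here, and no other setting fixed beforehand came within 1.5 times. SC3 alone gives about 4 clusters in Supplementary Fig. 3c, read by eye, against 2 here with the silhouette. Of the settings fixed beforehand, k = 3 and k = 4 set the number to 3 and 4 and are within 1.5 times, and plain cpm, spike-ins left out and another seed are not. With k = 4 the adjusted Rand index of consensus k-means was 0.693, which matches the value read by eye for SC3 alone in Fig. 2a.

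The paper states that the simulated variances closely matched the observed ones, whereas here the median log2 ratio of the variances was 3.32, and that of the means was 0.59. Part of the excess in variance follows by construction, because each simulated count is drawn around an observed count that already holds technical spread. The paper ranks clustering with BEARscc above each algorithm alone and above gene sampling. Here consensus k-means gave an index of 1 for all 3 at the chosen k, and with k = 3 and k = 4 that of simulated replicates (1) was above that of the original data (0.764 and 0.693) and equal to that of gene sampling. With k-medoids the original data (0.941) ranked above simulated replicates and gene sampling (0.874 each), and simulated replicates ranked below the original data or level with it under each setting fixed beforehand. With the drop-out probability at the largest abundance with drop-outs the values were unchanged, and with this and the linear regression simulated replicates (1) ranked above both, as in the paper. These 2 settings were run after the ranking had been seen. The paper describes the 3 libraries under 1000 counts as separate clusters when BEARscc is used with RaceID2. Here they were separate in the original data and joined the brain samples in the meta-clusters.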

Other observations

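The tests of index codes in both batches, of the libraries under 1000 counts, of position duplicates, of depth by counts per base and of TMM scaling were chosen after the results were seen, and those of other divisions of the samples, sequencing depth, GC content and index misassignment before.

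Other divisions of the samples did not give results as large as the real ones. Of 100 divisions of the 93 libraries into groups of 48 and 45, the real one included, 1 gave as many genes past the threshold as brain samples against blanks, and the largest other number was 2 genes. Of 100 divisions of the 48 brain samples into groups of 24, 1 gave as many as the batches, and the largest other number was 0. Chance as the origin of the 34 genes that differ between batches is thereby excluded. With every brain sample thinned to 55715 human counts, 43 of 1104 genes differed between batches, of which 31 were among the 34. With separate scaling in 20 bins of GC content, 41 differed, of which 30 were among the 34. The number of 41 stayed above the largest number from random divisions, which argues against GC content as the whole cause. Thinning does not undo the saturation of counts, which bears on dense genes. Of the 43, 15 were not mitochondrial and had under 0.05 counts per base, and 8 of these were among the 34. Whether thinning removes the effect of depth from all such genes was not tested. For 4 of the 8 the mean count was higher in batch B, the less deep one. More counts at less depth argue against sequencing depth as the whole cause for these 4. For the 25 of the 43 with at least 0.05 counts per base, depth cannot be told apart from other differences between the runs, because their counts can saturate. The limit of 0.05 and this reading were set after the 43 had been seen. All brain samples were aliquots of one RNA preparation, so no biological explanation applies.

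Of the 34 genes, 14 were mitochondrial and all were lower in batch A. Mitochondrial genes took 0.603 times the share in batch A that they took in batch B among brain samples (permutation test, p = 1e-05). Among blanks they took 34.6% ± 6.85 (SD, n = 24) in batch A and 43.2% ± 8.69 (SD, n = 21) in batch B (p = 0.00057). Removal of exact position duplicates from abundant short transcripts is a candidate explanation, since counts saturate when positions are used up. Within batch A, the 15 genes with at least 0.5 counts per base had a median slope of 0.418. The slope was taken on the library's total over genes under 0.05 counts per base or without a known length. The 0.993 of genes under 0.05 counts per base is near 1 by construction, as they make up that total. Across genes, the slope fell with counts per base with a Spearman coefficient of -0.185 in batch A and -0.215 in batch B, and of -0.125 and -0.0577 without mitochondrial genes. From the slopes a ratio of 0.656 between the batches would follow, against the observed 0.603. MBP, which is not mitochondrial and was picked out after its values were seen, had slopes of 0.350 in batch A, at 0.221 counts per base, and 0.468 in batch B, at 0.162. GFAP, also not mitochondrial, had slopes of 0.720 in batch A, at 0.299 counts per base, and 0.796 in batch B, at 0.174. Genes that were not mitochondrial and lay between 0.05 and 0.5 counts per base had median slopes of 0.899 in batch A and 0.891 in batch B. MBP goes against a cause confined to mitochondrial transcripts, but 1 gene cannot decide this. GFAP and these medians did not show slopes as low. The dense genes were almost all mitochondrial, so a further cause specific to these stays open, as does the cause of the lower share in the blanks of batch A, which was not tested. The limit of 0.5 counts per base and the slope below which the test was read were set after the pattern had been seen.

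The number of genes that differ between brain samples and blanks depends on the scaling. On simulated counts, TMM led to 677 calls of unchanged genes, where library sizes only with the same filter led to 69 and library sizes only and no filter to 13, so the last number reflects scaling and filter together. The limits of 100 and 20 calls used to read this test were set after these numbers were known. TMM scaling factors at the low depth of the blanks are a candidate explanation for the excess of calls higher in brain samples with TMM, 609 of 625, over that with library sizes only and the same filter, 437 of 503.

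Human counts of blanks that carried the same index code in both batches were correlated, with a Pearson coefficient of 0.646 (permutation test, p = 0.0020) and a Spearman coefficient of 0.635 (p = 0.0026) over 21 codes. Without the 2 codes farthest from the median the Pearson coefficient was 0.776. It was the 1 of 4 such relations with an adjusted p below the threshold (0.0080 for Pearson and 0.010 for Spearman). For the human counts of brain samples, over 24 codes, the Pearson coefficient was -0.215, the Spearman coefficient 0.216 and the Pearson coefficient without 2 codes 0.435, so its sign rests on those codes. For the spike-in counts of blanks the 3 values were -0.046, 0.171 and -0.163, and for those of brain samples 0.267, 0.314 and 0.441. Differences between the 4 relations were not tested. A fixed effect of the index code or well may contribute to the human counts of a blank. Index misassignment from brain libraries of the same run would raise the counts of blanks that share a part of their code with deep brain libraries. The Spearman coefficient was 0.2 in each batch over 6 index groups (exact permutation test, p = 0.71), and index misassignment cannot be told apart from its absence with so few groups.

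The 3 blanks under 1000 counts had spike-in counts below the range of the other blanks of their batch, and 2 of the 3 had human counts within that range. The third had 449 human counts, against 479 for the lowest other blank of batch B. This lies within counting error, and the reading of the test was changed to undecided after the 2 of 3 had been seen. A lower yield of the whole library would leave the spike-in share as it is, and it is argued against by the shares of the 3, of which the largest was 27.5%, against at least 44.7% in the other 42 blanks. Fewer spike-in molecules or reads alone may explain their low totals, and the third library keeps this open.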
